# Gender differences in diet-induced steatotic disease in Cyp2b-null mice

**DOI:** 10.1371/journal.pone.0229896

**Published:** 2020-03-10

**Authors:** Melissa M. Heintz, Rebecca McRee, Ramiya Kumar, William S. Baldwin

## Abstract

Nonalcoholic fatty liver disease (NAFLD) is the most common liver disease; however, progression to nonalcoholic steatohepatitis (NASH) is associated with most adverse outcomes. CYP2B metabolizes multiple xeno- and endobiotics, and male Cyp2b-null mice are diet-induced obese (DIO) with increased NAFLD. However, the DIO study was not performed long enough to assess progression to NASH. Therefore, to assess the role of Cyp2b in fatty liver disease progression from NAFLD to NASH, we treated wildtype (WT) and Cyp2b-null mice with a normal diet (ND) or choline-deficient, L-amino acid-defined high fat diet (CDAHFD) for 8 weeks and determined metabolic and molecular changes. CDAHFD-fed WT female mice gained more weight and had greater liver and white adipose tissue mass than their Cyp2b-null counterparts; males experienced diet-induced weight loss regardless of genotype. Serum biomarkers of liver injury increased in both CDAHFD-fed female and male mice; however CDAHFD-fed Cyp2b-null females exhibited significantly lower serum ALT, AST, and ASP concentrations compared to WT mice, indicating Cyp2b-null females were protected from liver injury. In both genders, hierarchical clustering of RNA-seq data demonstrates several gene ontologies responded differently in CDAHFD-fed Cyp2b-null mice compared to WT mice (lipid metabolism > fibrosis > inflammation). Oil Red O staining and direct triglycerides measurements confirmed that CDAHFD-fed Cyp2b-null females were protected from NAFLD. CDAHFD-fed Cyp2b-null mice showed equivocal changes in fibrosis with transcriptomic and serum markers suggesting less inflammation due to glucocorticoid-mediated repression of immune responses. In contrast to females, CDAHFD-fed Cyp2b-null males had higher triglyceride levels. Results indicate that female Cyp2b-null mice are protected from NAFLD while male Cyp2b-null mice are more susceptible to NAFLD, with few significant changes in NASH development. This study confirms that increased NAFLD development does not necessarily lead to progressive NASH. Furthermore, it indicates a role for Cyp2b in fatty liver disease that differs based on gender.

## Introduction

Liver disease often progresses from nonalcoholic fatty liver disease (NAFLD) to more severe diseases such as nonalcoholic steatohepatitis (NASH), fibrosis including cirrhosis, and liver cancer [1]. NAFLD is the most common liver disease and increasing in prevalence, with 10–30% of U.S. citizens and 25% of people worldwide diagnosed [2]. NAFLD is closely linked to obesity [3] and is the result of the hepatic manifestation of the metabolic syndrome [4]. NAFLD is defined as the presence of ≥ 5% hepatic steatosis in the absence of other liver diseases [2], yet less than 25% of patients with NAFLD develop NASH [5]. In some cases the hepatic intracellular accumulation of lipids in fatty liver disease can develop into NASH as inflammation, injury and fibrosis progress due to anti-lipotoxic protection failure [5]. NASH is recognized as one of the primary causes of cirrhosis in adults and is currently the second most prominent cause for liver transplants in the United States [6]. Studies have shown that steatosis may not affect NASH development [7]; therefore, the pathogenesis of NASH remains controversial. However, fibrosis progression occurs in most patients with NASH and cirrhosis is the main histological feature associated with mortality of NASH patients [8].

Regardless of how these diseases progress, dietary factors are the primary source for both NAFLD and NASH [7]. A rise in consumption of foods high in polyunsaturated fatty acids (PUFAs) including vegetable and soybean oil parallels the increase in obesity in the United States and worldwide since the 1970s [9]. During inflammation, PUFAs found in hepatic membranes, are released by phospholipase A2. These free PUFAs are then oxidized by cyclooxygenase, lipoxygenase, or cytochrome P450s (CYPs) to form physiologically significant metabolites. CYP-derived epoxides include the epoxyeicosatrienoic acids (EETs) produced from the metabolism of arachidonic acid (AA) [10, 11]; the epoxyoctadecenoic acids (EpOMEs) from linoleic acid; the epoxyoctadecadienoic acids from α-linolenic acid; the epoxyeicosatetraenoic acids from eicosapentaenoic acid (EPA); and the epoxydocosapentaenoic acids from docosahexaenoic acid (DHA) [12, 13]. Some PUFAs regulate CYP activity, such as DHA which binds to the retinoid X receptor (RXR) [14] and prevents constitutive androstane receptor (CAR) translocation to the nucleus and subsequent transcription of Cyp2b and other CAR biomarker proteins [15]. Conversely, linoleic acid induces Cyp2b expression via activation of CAR [16].

In the liver, CAR regulates both human and murine Cyp2b genes [17–19]. *Cyp2b9*, *Cyp2b10*, and *Cyp2b13* make up the primary hepatic Cyp2b genes in mice, and *CYP2B6*, the only *CYP2B* member in humans is highly expressed in the liver [20]. Several studies indicate a role for Cyp2b in metabolizing fatty acids. Murine Cyp2b19, found in keratinocytes, metabolizes arachidonic acid to 11,12- and 14,15-EET that are important for a functional epidermis [21]. However, human CYP2B6 does not produce significant arachidonic acid metabolites [22]. Interestingly, anandamide, an arachidonic acid-derived endogenous cannabinoid, is metabolized by CYP2B6 into four EET metabolites [23], including 5,6-epoxyeicosatetraenoic acid ethanolamide, which has been found to be a potent agonist of the peripheral cannabinoid receptor, CB2 [24].

Finn et al [16] found that loss of all hepatic CYP activity in the hepatic P450 oxidoreductase (POR)-null mouse model led to hepatic steatosis and the induction of Cyp2b10 through the activation of CAR, a putative anti-obesity receptor [18, 25]. The authors hypothesized that Cyp2b and to a lesser extent Cyp3a enzymes play a backup role in the metabolism and protection from the build-up of fatty acids in the liver [16]. Additional studies show CAR’s important role in recognizing hepatic lipids via fat metabolism regulation [26], caloric restriction [27], obesity [28], and bile acid homeostasis [29]. Furthermore, several studies performed in mice demonstrated that *Cyp2b9* exhibited the highest increased expression by RNAseq following a high fat diet (HFD) [30, 31].

In addition, RNAi-based Cyp2b-knockdown mice on an FVB/NJ background display increased adiposity and body weight with age as well as a decreased ability to eliminate PUFA-rich corn oil, primarily in males [32]. In our recently published research, C57Bl/6J (B6)-Cyp2b9/10/13-null (Cyp2b-null) mice lacking the predominantly hepatic Cyp2b members, *Cyp2b9*, *Cyp2b10*, and *Cyp2b13*, are diet-induced obese in males with moderate increases in steatosis. Interestingly, the Cyp2b-null male mice developed some steatosis regardless of diet; however, they showed very little hepatic inflammation, which is unusual, suggesting Cyp2b-null mice may be protected from developing NASH [33]. This study was only carried out for 10 weeks and new research indicates that B6 mice fed a high fructose + 42% Kcal HFD for up to 22-weeks failed to form NASH following NAFLD development. Therefore, the previous study was not equipped to investigate NASH development in Cyp2b-null mice. Based on the lack of inflammation in HFD-fed Cyp2b-null mice, we predict that diet-induced NASH will increase hepatic triglycerides in Cyp2b-null mice. This increase in triglycerides will provide protection from liver inflammation and injury compared to their WT counterparts, as free fatty acids and their metabolites are more lipotoxic than inert triglycerides [34].

We used our previously developed Cyp2b-null mouse model [33, 35] to test whether a lack of Cyp2b plays a role in the progression of liver disease. Cyp2b-null and WT mice (n = 9) were fed either a choline-deficient, L-amino acid-defined, high fat diet (CDAHFD) or normal diet (ND) for 8 weeks. The CDAHFD is similar to a methionine-choline deficient (MCD) diet model for the determination of NAFLD/NASH. However, the MCD diet exhibits severe body weight loss which makes long term studies difficult [36]. CDAHFD-fed mice do not lose weight, but instead gradually gain weight and develop steatohepatitis and fibrosis more rapidly [37]. Both physiological and biochemical changes, including differential gene expression via RNA sequencing were examined in treated WT and Cyp2b-null mice. Results from this study show that a lack of Cyp2b causes gender-based differences in response to diet-induced NASH treatment.

## Materials and methods

### Choline-deficient, L-amino acid-defined high-fat diet (CDAHFD)

Animal care and associated procedures were approved by Clemson University’s Institutional Animal Care and Use committee. Cyp2b9/10/13-null (Cyp2b-null) mice were developed using CRISPR/Cas9 technology on the C57Bl/6J (B6) background mice as previously described [33, 35]. Wildtype (WT) B6 mice were purchased from The Jackson Laboratory (Bar Harbor, ME, USA) at 6 weeks of age and were acclimated for 4 weeks prior to treatment. WT and Cyp2b-null male and female (10 weeks old) mice were divided into groups (n = 9) and fed either a normal chow diet (ND; Harlan, 3.1 Kcal/g: 18.6% protein, 6.2% fat, 44.2% carbohydrates; Madison, WI USA) or a CDAHFD (Research Diets, 5.2 Kcal/g: 18% protein, 62% fat, 20% carbohydrates, 0.1% methionine; New Brunswick, NJ, USA) for 8 weeks [37]. Weight gain was monitored weekly and feed consumption was measured every other day. Fasting blood glucose levels were determined during weeks 4 and 6. Glucose tolerance tests (GTT) were performed during week 6. At the end of the study, mice were anesthetized and blood collected by heart puncture prior to euthanasia. Liver, kidney, white adipose tissue (WAT), and brown adipose tissue (BAT) were excised and weighed. All tissues were immediately snap frozen with liquid nitrogen and stored at -80°C or placed in 10% formalin (Fisher, Fairlawn, NJ USA) for further studies. A timeline of procedures is provided (**S1 Fig**).

### Fasting blood glucose and glucose tolerance tests

During weeks 4 and 6, mice were fasted for 4 hours and fasting blood glucose was determined using an Alphatrak 2 (AlphaTRAK, Chicago, IL USA) blood glucose meter following tail bleed. During week 6, glucose tolerance was determined following an intraperitoneal injection of 1g/kg of their body weight of D-glucose (Sigma Ultra, St. Louis, MO USA) with blood glucose readings every 20 min for the first hour and every 30 min for the second hour as described previously [33, 38].

### Serum biomarker panel

Blood samples were collected by heart puncture and incubated at room temperature for 30 min followed by centrifugation at 6000 rpm for 10 min. Serum from each sample was transferred into a fresh tube and aliquots shipped on dry ice to Baylor College of Medicine’s Comparative Pathology Laboratory (Houston, TX USA) for determination of tissuse damage serum marker concentrations including alanine aminotransferase (ALT), aspartate aminotransferase (AST), alkaline phosphatase (ALP), and creatine kinase (CK), and lactate dehydrogenase (LDH). In addition, serum glucose, cholesterol, triglycerides, high density lipoprotein (HDL), low density lipoprotein (LDL), very low density lipoprotein (VLDL), phosphorus, calcium, and direct, indirect, and total bilirubin were quantified. Serum parameters were determined using a Beckman Coulter AU480 chemistry analyzer (Atlanta, GA, USA) and the appropriate Beckman Coulter biochemical kits according to the manufacturer’s instructions.

### Serum concentrations of leptin, adiponectin, corticosterone, β-hydroxybutyrate, and C-reactive protein

Serum leptin, adiponectin and β-hydroxybutyrate concentrations were determined using EIA or colorimetric kits from Cayman Chemical (Ann Arbor, MI), and serum corticosterone and C-reactive protein (CRP) from Abcam (Cambridge, MA USA) according to the manufacturer’s instructions.

### Liver triglyceride, cholesterol, and hydroxyproline

Liver triglycerides, cholesterol and hydroxyproline were extracted and quantified as described previously [39] using colorimetric kits from Cayman Chemical (triglycerides only) and Abcam according to the manufacturer’s instructions.

### Histopathological analysis

During necropsy, clean liver slices were placed in 10% formalin (Fisher) or snap frozen in liquid nitrogen for staining. Slices placed in 10% formalin were stained with Hematoxylin and Eosin (H&E) or Masson’s trichrome at Colorado Histoprep (Fort Collins, CO USA). Slices snap frozen in liquid nitrogen were stained with Oil Red O at Baylor College of Medicine’s Comparative Pathology Laboratory using standard protocols [26]. The liver lipid droplets stained by Oil Red O were quantified by total area of each sample imaged (400x magnification) using ImageJ Fiji [40]. In Fiji, the scale bar was set to equal 0.05 mm and threshold color to red, with red pass selected and green/blue pass deselected. Red coverage of particles was set to 130–255 and size (mm^2^) equals 0.00001-infinity for all images measured.

### Immunoblots

Nuclear protein extracts were prepared by homogenizing frozen livers followed by differential centrifugation using a Nuclear Protein Extraction kit (Cayman Chemical). Protein concentrations were determined using Bradford reagent (Bio-Rad). Immunoblots were performed using 30 μg of nuclear protein separated on a 12% SDS-polyacrylamide gel (BioRad) and then protein was transferred onto a 0.2μm polyvinylidene difluoride (PVDF) membrane. Specific proteins were recognized using polyclonal antibodies to Proliferating Cell Nuclear Antigen (PCNA) (ThermoFisher, Waltham, MA) and β-actin (Sigma Aldrich, St. Louis MO USA) as the reference protein. Chemiluminescent immunoblot detection was done using alkaline phosphatase conjugated secondary antibodies where anti-rabbit IgG (Immunostar, Bio-Rad) was used to visualize PCNA and anti-mouse IgG (Immunostar, Bio-Rad) was used to visualize β-actin. Protein bands were quantified by densitometry (Image Lab 6.0.1, BioRad, Hercules, CA). Relative density is shown as the average of two samples using β-actin as the reference gene. Data are presented as relative mean of WT ND compared to each treatment group.

### RNA sequencing (RNAseq)

Liver samples were stored in RNAlater Stabilization Solution (Invitrogen, Carlsbad, CA USA) at -80°C. Total RNA was extracted from mouse livers of each treatment group using TRIzol (Ambion, Carlsbad, CA USA) and quantified on a Qubit 2.0 Fluorometer. RNA integrity number (RIN) was determined with an Agilent 2100 Bioanalyzer (place) to assess RNA quality, and samples with a RIN > 8.0 were determined to be of high quality and used for next generation sequencing. Libraries were prepared using NEB Next Ultra RNA Library Prep kit. Samples were sequenced to an average sequencing depth of 20,000,000 read pairs with a 2x150 paired-end module using a NovaSeq 6000. Quality metrics were checked using FastQC on all samples sequenced, and Trimmomatic was used to trim low quality bases. Trimmed reads were aligned to the *Mus musculus* reference genome (GCF_000001635.25_GRCm38.p6) using GSNAP, and 99.8% of the trimmed reads aligned. Subread feature counts software found reads that aligned with known genes. Raw read counts and EdgeR were used to determine differential gene expression [41]. Series GSE137449 containing the RNAseq data has been uploaded to the Gene Expression Omnibus (GEO).

Differential gene expression by multiple comparisons for all treatment groups was determined by EdgeR. Results were filtered for p- and FDR values < 0.05. Normalized counts from the remaining genes post-filtering were compared between groups by Student’s t-tests to determine significantly different (p < 0.05) expressed genes. Heatmap hierarchical cluster analysis by Euclidean distance using Ward’s method was performed with Heatmap.2 in R (https://www.r-project.org/) using significant differentially expressed genes with a log_2_FC > 1.0 between CDAHFD-fed Cyp2b-null and CDAHFD-fed WT groups. GOSeq, a gene ontology (GO) term enrichment analysis program was used to adjust for gene length and expression bias, and create GO term lists for the significant differentially expressed genes between CDAHFD-fed groups in female and male mice [42]. Significantly (p < 0.05) enriched GO terms were visualized in Revigo, which reduces enriched term redundancy and displays the remaining GO terms in a scatterplot [43]. Differentially expressed genes acoss treatment groups were annotated using PANTHER (http://www.pantherdb.org/) and InterPro [44], and differentially expressed genes between CDAHFD-fed Cyp2b-null and CDAHFD-fed WT mice were entered into KEGG Mapper [45] to determine and visualize biochemical pathways perturbed by diet-induced NASH and/or a lack of Cyp2b enzymes [33].

### Quantitative real-time polymerase chain reaction (qPCR)

cDNA was prepared from RNA with MMLV reverse transcriptase, a dNTP mixture, and random hexamers (Promega Corporation, Madison WI). qPCR was used to quantify changes in gene expression using previously published primers [46] and newly developed primers for genes involved in inflammation, fibrosis, and lipid metabolism (S1 Table). PCR efficiency was determined based on a standard curve prepared using a sample mixture containing all the cDNA samples diluted at 1:1, 1:4, 1:16, 1:64, 1:256 and 1:1024 in triplicate with 0.25X RT_2_ SybrGreen (Qiagen Frederick, MD USA) on a CFX 96-well Real-Time PCR detection system (Bio-Rad). 18S was used as the reference gene and Muller’s inverted equation was used to quantify differences in gene expression [47, 48].

### Tests of statistical significance

Data are presented as mean ± SEM (n = 8–9). Statistical analyses were performed by one-way ANOVA followed by Fisher’s LSD as the post-hoc using Graphpad Prism version 7 (GraphPad Software, San Diego, CA). A p-value < 0.05 was considered statistically significant.

## Results

### Changes in body mass following a CDAHFD

CDAHFD-fed WT female mice gained the most weight; significantly more than CDAHFD-fed Cyp2b-null female mice after only two weeks and this trend continued throughout the study. This indicates the lack of Cyp2b enzymes had a substantial repressive effect on CDAHFD-mediated weight gain in females (**Fig 1A**). In contrast, CDAHFD-fed male mice weighed significantly less than their normal diet counterparts, indicating that diet was the primary modifier of weight in males, not genotype (**Fig 1B**). Previous research indicated one of the benefits of a CDAHFD is no weight loss [37]; nevertheless, there was little weight gain in male mice fed a CDAHFD (**Fig 1B**). Mice fed a CDAHFD consumed more calories compared to their ND counterparts; however, genotype did not effect calorie intake (**S2 Fig**). Therefore, the differences in weight between CDAHFD-fed WT and CDAHFD-fed Cyp2b-null female mice cannot be explained by alterations in caloric uptake.

**Fig 1:**
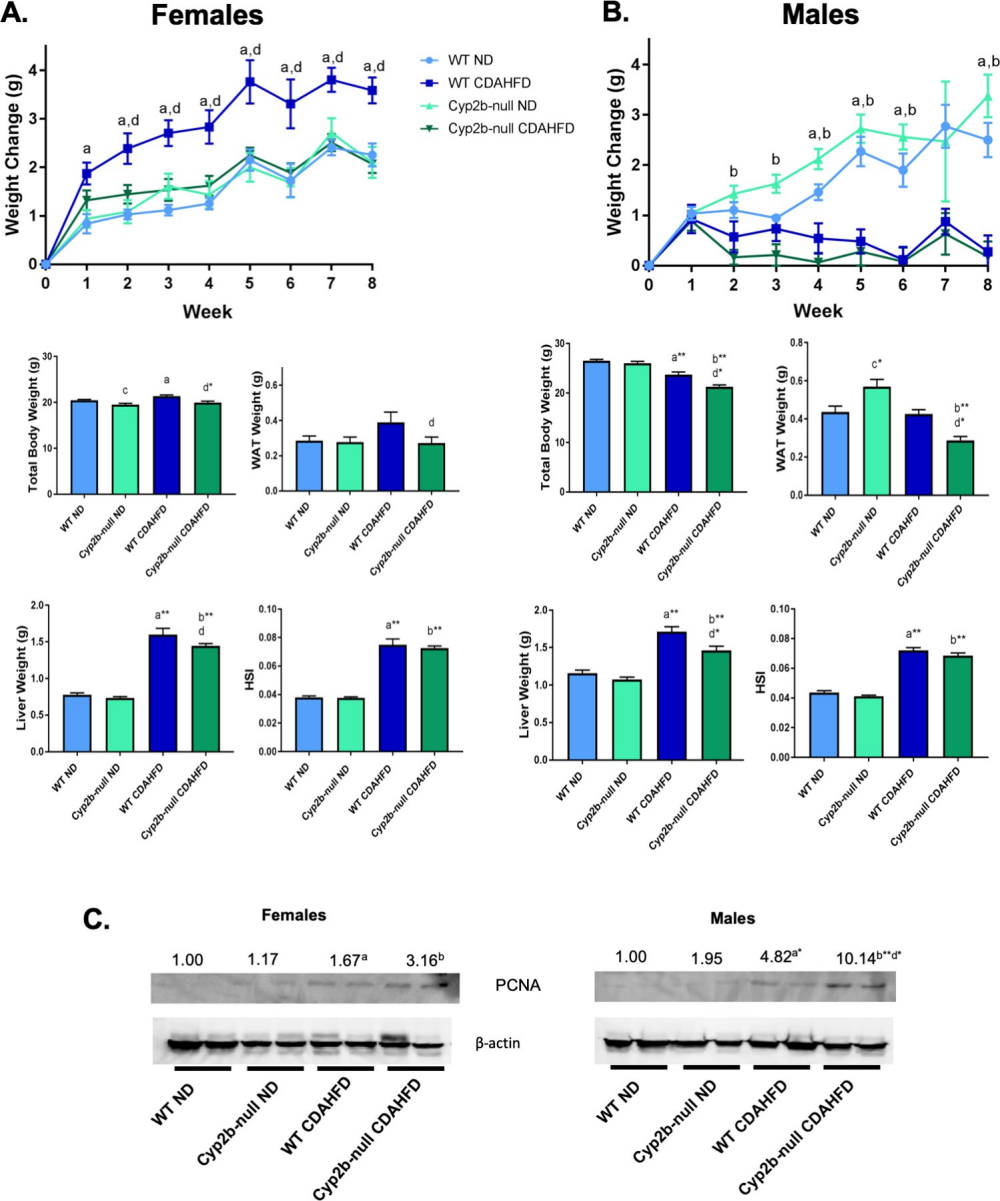
Changes in body weight and organ weight over the 8 weeks of diet-induced NASH treatment. Body and select organ weights of female (A) and male (B) WT and Cyp2b-null mice were monitored during the 8 weeks of treatment. (C) Immunoblots of PCNA in female and male mice with β-actin as the reference gene. Data are presented as mean ± SEM. Statistical significance was determined by one-way ANOVA followed by Fisher’s LSD as the post-hoc test (n = 9; n = 2 for immunoblots). An ‘a’ indicates ND-fed WT different than CDAHFD-fed WT, ‘b’ indicates ND-fed Cyp2b-null different than CDAHFD-fed Cyp2b-null, ‘c’ indicates ND-fed WT different than ND-fed Cyp2b-null, ‘d’ indicates CDAHFD-fed WT different than CDAHFD-fed Cyp2b-null.

The weight gain in CDAHFD-fed WT female mice was in part attributed to greater liver and white adipose tissue (WAT) mass than CDAHFD-fed Cyp2b-null mice (**Fig 1A**). The lower liver mass in Cyp2b-null females following a CDAHFD suggests a protective effect of Cyp2b loss on liver proliferation or the development of fatty liver disease; however, liver weight decreased in relative proportion to body weight based on the hepatosomatic index (HSI). In contrast to females, ND-fed Cyp2b-null male mice accumulated more white adipose tissue than all other groups (**Fig 1B**). The increase in white adipose tissue in ND-fed Cyp2b-null males is consistent with previous results in Cyp2b-null mice [33]. Similar to females, CDAHFD-fed Cyp2b-null male livers and WAT weighed less than CDAHFD-fed WT mice; however, liver weight was altered in proportion to body weight (HSI) (**Fig 1B**). To determine if liver weight or HSI was more indicative of cell proliferation, we examined proliferative cell nuclear antigen (PCNA) protein levels by immunoblotting (**Fig 1C**). PCNA levels increased in response to a CDAHFD. This response was significantly greater in the male CDAHFD-fed Cyp2b-null mice than the male CDAHFD-fed WT mice, indicating that at least in Cyp2b-null males liver weight was likely increased due to greater proliferation.

### Serum glucose and glucose tolerance in response to a CDAHFD are gender-dependent

Fasting serum glucose levels measured during weeks 4 and 6 were significantly decreased by the CDAHFD diet in males, but not females (**Fig 2A and 2B**). Fasting serum glucose was not effected by the combination of diet and genotype in either sex. However, fasting serum glucose was increased in ND-fed Cyp2b-null female (25%) and male (32%) mice at week 6 (**Fig 2B**), consistent with previous findings [33]. Glucose tolerance tests (GTT) were performed to determine if Cyp2b-null mice have reduced ability to respond to glucose, a biomarker of metabolic disease. ND-fed Cyp2b-null female mice were slower to clear serum glucose compared to ND-fed WT females; however, there were no differences attributed to diet or a combination of genotype and diet (**Fig 2C and 2D**). In contrast to females, ND-fed Cyp2b-null males showed no difference in glucose tolerance compared to WT mice; CDAHFD-fed males exhibited a significantly faster response to glucose (better glucose tolerance) than ND-fed males regardless of genotype (**Fig 2C and 2D**). In general, poor glucose tolerance was genotype dependent in females and weight or diet dependent in males.

**Fig 2:**
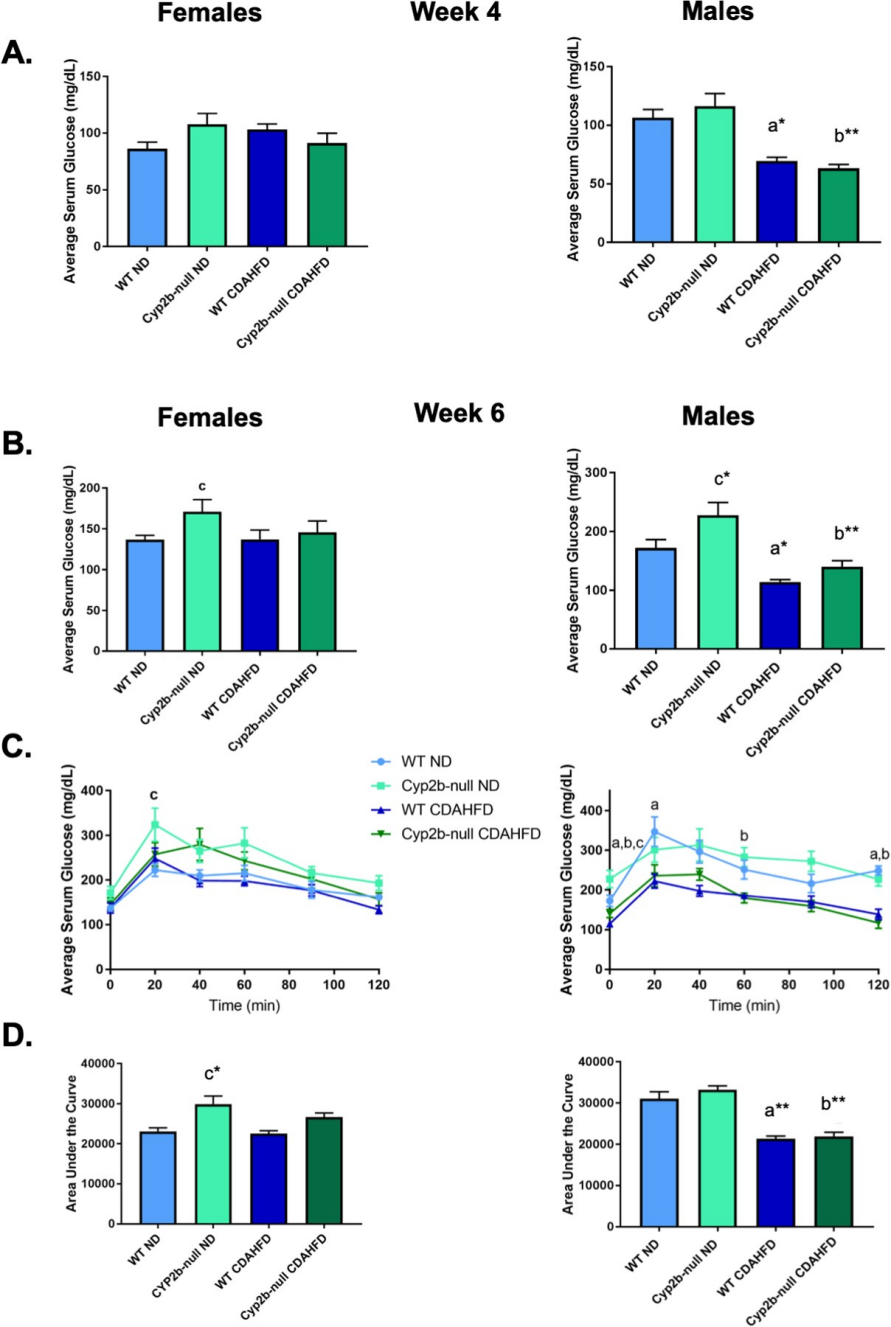
Gender-dependent differences in serum glucose and glucose tolerance in response to CDAHFD. Fasting blood glucose levels were measured during weeks 4 (A) and 6 (B) in female and male mice. During week 6 glucose tolerance tests were performed on all treatment groups (C) and glucose measured at 20, 40, 60, 90, and 120 minutes after the glucose challenge. Results are also represented as area under the curve (D). Data are presented as mean serum glucose ± SEM. Statistical significance was determined by one-way ANOVA followed by Fisher’s LSD as the post-hoc test (n = 9). An ‘a’ indicates ND-fed WT different than CDAHFD-fed WT, ‘b’ indicates ND-fed Cyp2b-null different than CDAHFD-fed Cyp2b-null, ‘c’ indicates ND-fed WT different than ND-fed Cyp2b-null. No asterisk indicates a p-value < 0.05, * indicates a p-value < 0.01, and ** indicates a p-value < 0.0001.

### Serum biomarkers indicate Cyp2b-loss is protective against liver injury in females

Common serum biomarkers of liver injury such as ALT, AST, and ALP increased in female mice fed a CDAHFD; however, CDAHFD-fed Cyp2b-null females exhibited significantly lower serum levels of these enzymes (28%, 42%, 29% lower respectively) compared to their WT counterparts, indicating Cyp2b-null female mice are protected from diet-induced NASH (**Fig 3A**). H&E staining revealed cytoplasmic vacuolization, a marker of cell death [49] caused by the CDAHFD; however, no significant differences in pathology were observed between WT and Cyp2b-null mice (Fig 3A and 3B). Male mice fed a CDAHFD showed increased levels of serum ALT, AST, and ALP regardless of genotype (**Fig 3B**). CDAHFD-fed Cyp2b-null males had higher levels of creatine kinase (CK) (1.5-fold) compared to all other treatment groups including their WT counterparts, suggesting that Cyp2b-null males are more susceptible to CDAHFD-induced damage in other tissues such as cardiac and skeletal muscle [50], the opposite of females (**Fig 3B**).

**Fig 3:**
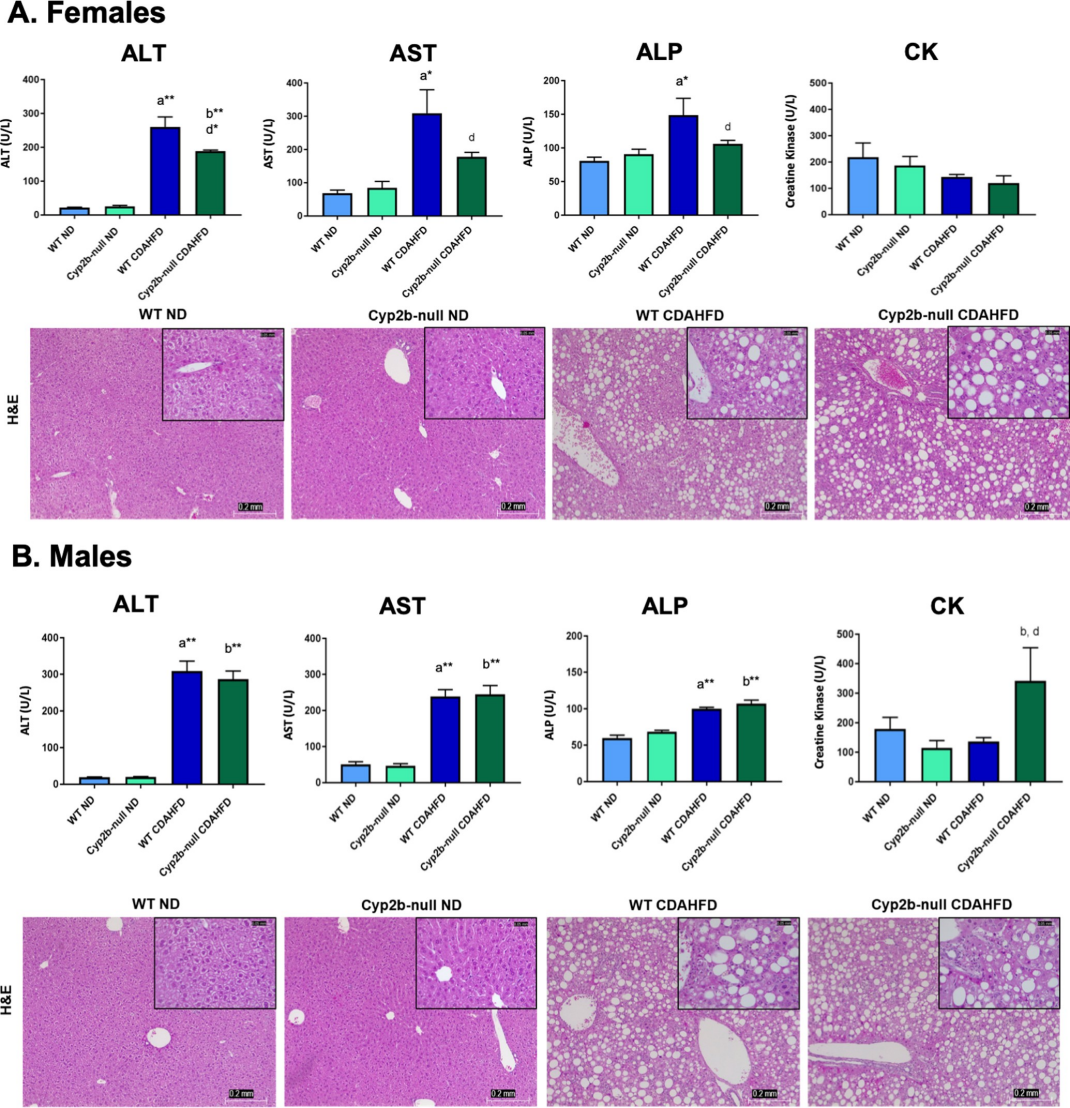
Biomarkers of liver tissue damage in ND and CDAHFD-fed WT and Cyp2b-null mice. Serum ALT, AST, ALP, and CK concentrations were measured, and histopathological changes were evaluated by H&E staining of liver tissues from female (A) and male (B) mice. Images were taken at 100x (0.2 mm) and 400x (0.05 mm) magnification. Data are presented as mean ± SEM. Statistical significance was determined by one-way ANOVA followed by Fisher’s LSD as the post-hoc test (n = 5). An ‘a’ indicates ND-fed WT different than CDAHFD-fed WT, ‘b’ indicates ND-fed Cyp2b-null different than CDAHFD-fed Cyp2b-null, ‘c’ indicates ND-fed WT different than ND-fed Cyp2b-null, ‘d’ indicates CDAHFD-fed WT different than CDAHFD-fed Cyp2b-null. No asterisk indicates a p-value < 0.05, * indicates a p-value < 0.01, and ** indicates a p-value < 0.0001.

### Perturbed gene expression in Cyp2b-null mice fed a CDAHFD

RNA-seq was performed on liver samples from all treatment groups to further investigate the role of Cyp2b in the development and progression of NASH because of the observed changes in serum markers of liver injury in the CDAHFD-treated groups, especially within the relatively resistant Cyp2b-null female mice. 

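Each of the 4 treatment groups of each sex had 4 liver libraries, 32 in all, from mice 10 weeks old at the start and fed for 8 weeks. The ND held 6.2% fat and the CDAHFD 62% fat with 0.1% methionine. The authors extracted RNA with TRIzol, prepared libraries with the NEB Next Ultra kit and sequenced them on an Illumina NovaSeq to an average of 20000000 read pairs. They trimmed reads with Trimmomatic, aligned them with GSNAP to GRCm38.p6 and counted them on genes with featureCounts. The deposited values used here are these raw counts. Between 2906411 and 10166959 counts per library fell on genes, with group medians from 4221233.5 (CDAHFD-fed WT females) to 7071745 (CDAHFD-fed Cyp2b-null males). After genes with low counts were removed, 13251 genes in females and 13714 in males were tested. Expression is given as CPM after TMM normalization, and changes as log2 fold changes with their standard errors (SE) from edgeR's quasi-likelihood test on the 4 groups of each sex. Adjusted p-values were Benjamini-Hochberg adjusted over all genes tested, and genes with an adjusted p-value under 0.05 were called. A count of 3 was taken as the floor of detection, which was 0.295 CPM in the deepest library and 1.03 CPM in the shallowest, and it covers counting error only. The first values given are from the 15 libraries of each sex in the heat maps of Fig 4, and ranges over the alternatives do not cover the fits without single libraries. The CDAHFD-fed Cyp2b-null female replicate 3 and male replicate 4 are not in those heat maps, and the paper gives no reason for either. Their total counts were 5676378 and 4809344, inside the range of the other libraries. The targeted genes were checked in every library. Cyp2b13 had at most 1 count in every Cyp2b-null female library and at most 2 in every Cyp2b-null male library. Cyp2b9 had 2 to 8 counts in Cyp2b-null females and at least 683 in each WT female library. In males it had 2 to 18 counts in Cyp2b-null libraries, 118 to 364 in CDAHFD-fed WT libraries and 0 to 15 in ND-fed WT libraries. On ND, Cyp2b10 told the male genotypes apart, with 33 to 97 counts in WT and 1 to 9 in Cyp2b-null libraries. Xist had 798 to 4033 counts in female and at most 15 in male libraries, and Ddx3y had 262 to 913 in male and at most 1 in female libraries.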

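In WT females, 3935 of 13251 genes were called between CDAHFD and ND (n = 4 per group, edgeR quasi-likelihood test), 2092 higher and 1843 lower on CDAHFD. Of these, 1526 changed by more than 1 on the log2 scale (1135 higher, 391 lower). In WT males, 4441 of 13714 genes were called, 2434 higher and 2007 lower, and 2074 changed by more than 1 (1597 higher, 477 lower). An unadjusted p-value under 0.05 was found for 5226 genes in females. The fit of all mapped libraries called 3193 genes in WT females and 4443 in WT males. Scaling by library size only moved these counts most, to 5292 in females and 5768 in males. Under that scaling the median over all genes was itself 0.32 higher on CDAHFD in females and 0.37 higher in males. The 4 CDAHFD-fed and 4 ND-fed WT libraries did not overlap for 3426 genes in females, 3017 of them called, and for 3862 genes in males, 3428 of them called, where chance would give 2.86% of genes. In Cyp2b-null mice, 3751 genes were called in females and 4800 in males. The calls shared by both genotypes were 2730 genes in females, 2726 with the same sign, and 3401 in males, 3400 with the same sign. Both sexes shared 2713 calls in WT mice, 2690 with the same sign, and the rank correlation of the diet effects between the sexes was 0.742 across genes, which are not independent replicates. A test for any difference among the 4 groups called 4514 genes in females and 5191 in males. In clustering of the 500 most variable genes, all 15 libraries of each sex fell on the side of their own diet.
The largest changes in WT mice were taken among called genes with a mean of at least 1 CPM and no overlap between groups. In females, Gpnmb (chromosome 6, 49036518 to 49058182) rose to 208 ± 64.2 CPM (SD, n = 4), at least 282-fold (adjusted p = 7.87e-12), and Sprr1a (chromosome 3, 92483954 to 92485881) rose at least 13.3-fold (adjusted p = 3.93e-05). Mmp12 (chromosome 9, 7344397 to 7360461) rose by 7.97 (SE 0.311, adjusted p = 3.69e-12). The largest falls in females were those of Sult3a1 (chromosome 10, 33851020 to 33879475), at least 109-fold lower (adjusted p = 4.97e-11), Scd1 (chromosome 19, 44394450 to 44407709), with a log2 change of −6.29 (adjusted p = 1.39e-09), and Cyp3a16 (chromosome 5, 145436309 to 145469740), with −6.04 (adjusted p = 1.07e-06). In males, Gpnmb rose at least 890-fold (adjusted p = 1.45e-11), Mmp12 by 9.65 (adjusted p = 1.34e-11) and Ttc39a (chromosome 4, 109394147 to 109444749) at least 16.6-fold. Serpina4-ps1 (chromosome 12, 104077959 to 104086920) was at least 32.4-fold lower in males and Scd3 (chromosome 19, 44203288 to 44244016) at least 14.6-fold lower, and Scd1 changed by −6.14 (adjusted p = 1.37e-06).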

A CDAHFD caused numerous changes in gene expression relative to a ND (**S1 File**). 

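Between CDAHFD-fed Cyp2b-null (n = 3) and WT females (n = 4), 3 genes were called by the edgeR quasi-likelihood test, all of them deleted genes on chromosome 7, and 381 genes had an unadjusted p-value under 0.05. Cyp2b9 (26173350 to 26210661) changed by −7.68 (SE 0.336, adjusted p = 3.21e-11). Cyp2b10 (25897658 to 25926624) was at least 14.8-fold lower (adjusted p = 0.000126) and Cyp2b13 (26061388 to 26096197) at least 238-fold lower (adjusted p = 3.69e-08) in Cyp2b-null females. The left-out female replicate 3 had 2 counts of Cyp2b9, 0 of Cyp2b10 and 1 of Cyp2b13. In males (n = 3 and 4), 2 genes were called and 538 had an unadjusted p-value under 0.05. Cyp2b9 changed by −6.30 (SE 0.622, adjusted p = 4.11e-05), and the left-out male replicate 4 had 2 counts of it. Cyp2a4 (chromosome 7, 26307192 to 26315088) was higher in Cyp2b-null males, 114 ± 49.1 CPM (SD, n = 3) against 16.6 ± 12.2 CPM (SD, n = 4), with a log2 change of 2.77 (SE 0.456, adjusted p = 0.0437, range over the alternatives 1.1e-57 to 0.0543). Leaving out single libraries gave adjusted p-values from 0.00388 to 0.483, and Cyp2a4 was not called in 6 of these 7 fits. Cyp2a4 and Cyp2a5 are near-identical neighbors, as are the Cyp2b genes among themselves, so reads could have been split between them, but Cyp2a5 did not fall in Cyp2b-null males (log2 change 0.48, adjusted p = 1). On ND, Cyp2a4 had 85.7 ± 48.0 CPM in Cyp2b-null and 3.25 ± 1.16 CPM in WT males (SD, n = 4 per group, adjusted p = 0.000334). The fit of all mapped libraries called 3 genes in females and 4 in males. The 2 added male genes, Gm7120 and Gm40812, are named here after their values were seen. The paper's own 2-step rule moved these counts most, to 235 genes in females and 315 in males. The genotypes did not overlap for 640 genes in females and 730 in males, where chance would give 5.71% of genes. Of the 46 genes named in the female heat map, 27 had enough counts to be tested, 11 higher and 16 lower in Cyp2b-null mice, and all 27 changed by more than 1. Of these 27, 22 passed the paper's own 2-step rule, 23 differed among the 4 groups and 3 were called over all genes. Adjusted over the list alone, 22 passed, but the list holds the paper's own calls on these data and shows no stability. Of the 54 genes named in the male heat map, 30 were tested (16 higher, 14 lower), 27 changed by more than 1, 18 of these passed the paper's own 2-step rule and 2 were called over all genes (24 over the list alone). In the fit of all mapped libraries, 25 of the female genes were tested, 17 changed by more than 1 and 14 of those passed the paper's own 2-step rule. In males the same counts were 26, 26 and 21.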

Analysis of the differentially expressed genes between CDAHFD-fed Cyp2b-null and WT groups (log_2_FC > 1.0; **S2 File**) by hierarchial clustering revealed numerous CDAHFD-induced changes in gene expression in both female and male WT mice (**Fig 4**). 

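Genes called in both the diet comparison in WT mice and the genotype comparison on CDAHFD were compared for direction. In females, 0 of 3 had opposite signs (95% CI 0% to 56.2%), since Cyp2b9, Cyp2b10 and Cyp2b13 fell in both comparisons. In males, 1 of 2 had opposite signs (50%, 95% CI 9.45% to 90.6%). That gene was Cyp2b9, which rose on CDAHFD in WT males. The deletion fixes the genotype sign of each of these genes but Cyp2a4, so the shares do not test opposite regulation. Under the paper's own 2-step rule, 63.5% of the female genes had opposite signs, which was the largest move of this share in females. In males the share ran from 20% to 100% over the alternatives. Among the heat map genes tested, 11 of 27 in females and 15 of 30 in males changed in opposite directions, with 0 and 1 of them called in both comparisons. The rank correlation of the 2 effects was −0.185 in females and 0.123 in males across genes, which are not independent replicates. It was −0.146 in females and 0.0892 in males with all mapped libraries. The CDAHFD-fed WT libraries enter both comparisons with opposite sign, so the correlation was also computed with these 4 libraries divided, 2 for each comparison. Over the 6 ways of dividing them, the median was −0.0006 in females (range −0.112 to 0.162) and 0.214 in males (range 0.0419 to 0.383). The diet effect differed between the genotypes for 0 genes in females, where 599 genes had an unadjusted p-value under 0.05. It differed for 1 gene in males, the deleted gene Cyp2b9, with a log2 difference of −6.91 (edgeR quasi-likelihood test, adjusted p = 0.0152, n = 3 to 4 per group). In males 784 genes had an unadjusted p-value under 0.05.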

Several genes that were altered by a CDAHFD in WT mice were regulated in the opposite direction in CDAHFD-fed Cyp2b-null mice (**Fig 4A and 4B**). 

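Cd8b1 (chromosome 6, 71322788 to 71337492) and Nfatc2 (chromosome 2, 168476410 to 168601657) had too few counts in females for the main test and were tested in a fit without the low-count filter. Cd8b1 had 0.488 ± 0.247 CPM (SD, n = 4; 1 to 3 counts) in CDAHFD-fed WT and 1.397 ± 0.218 CPM (SD, n = 3; 5 to 10 counts) in CDAHFD-fed Cyp2b-null females. Cd8b1 was at least 1.99-fold higher in Cyp2b-null females (adjusted p = 0.947, range over the alternatives 0.803 to 1). Nfatc2 rose from 0.898 ± 0.581 CPM (SD, n = 4) to 2.10 ± 0.352 CPM (SD, n = 3), a log2 change of 1.18 (SE 0.605, adjusted p = 0.947). Calml4 (chromosome 9, 62857472 to 62875921) passed the filter and rose from 1.51 ± 0.436 CPM (SD, n = 4) to 3.53 ± 0.381 CPM (SD, n = 3). Its log2 change was 1.25 (SE 0.380, adjusted p = 1, range over the alternatives 0.444 to 1). In the left-out female replicate 3, Cd8b1 had 0.902 CPM, Nfatc2 1.08 CPM and Calml4 1.44 CPM. The log2 changes of Nfatc2 and Calml4 with all mapped libraries were 0.98 (adjusted p = 0.803) and 1.02 (adjusted p = 0.826). The paper's own 2-step rule called Calml4 between the genotypes and, run without the low-count filter, Cd8b1 and Nfatc2. In ND-fed WT females each library had at most 1 count of Cd8b1 and of Nfatc2 and at most 3 counts of Calml4. Relative to these, Nfatc2 was at least 1.22-fold higher (adjusted p = 0.0772, range over the alternatives 0.0248 to 0.123) and Calml4 at least 2.05-fold higher (adjusted p = 0.0347, range 0.00942 to 0.0974) in CDAHFD-fed WT females. The diet change of Calml4 was not called under 4 of 10 alternatives, all mapped libraries (adjusted p = 0.0587), DESeq2 and no low-count filter among them, and in 5 of 8 fits without single libraries.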

Associated immune system genes, *Cd8* antigen beta chain 1 (*Cd8b1*) and nuclear factor of activated T-cells cytoplasmic 2 (*Nfatc2*), as well as the upstream cortisol synthesis calmodulin-like protein 4 (*Calml4*) gene had very low expression or down-regulation (blue) in CDAHFD-fed WT females but up-regulation (yellow) in Cyp2b-null counterparts (**Fig 4A**). Oppositely regulated genes between CDAHFD-fed WT and Cyp2b-null male mice included feeding behavior regulation and insulin signaling genes, hypocretin receptor 2 (*Hcrtr2*) and protein phosphatase 1 regulatory subunit 3C (*Ppp1r3c*), respectively. These genes had low expression or up-regulation (yellow) in CDAHFD-fed WT males but down-regulation (blue) in Cyp2b-null counterparts (**Fig 4B**).

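Hcrtr2 (chromosome 9, 76225880 to 76323623) had 4 to 7 counts in CDAHFD-fed WT males, 0.914 ± 0.352 CPM (SD, n = 4), and at most 3 in CDAHFD-fed Cyp2b-null males, 0.150 ± 0.132 CPM (SD, n = 3). It was at least 2.29-fold lower in Cyp2b-null males (fit without the low-count filter, adjusted p = 0.912, range over the alternatives 0.745 to 1), and the left-out male replicate 4 had 0 counts. Between ND-fed and CDAHFD-fed WT males, the log2 change of Hcrtr2 was 0.37 (SE 0.773, adjusted p = 0.843). Ppp1r3c (chromosome 19, 36731731 to 36736604) had 48.7 ± 9.24 CPM (SD, n = 4) in ND-fed WT, 21.2 ± 7.69 CPM (SD, n = 4) in CDAHFD-fed WT and 10.4 ± 4.15 CPM (SD, n = 3) in CDAHFD-fed Cyp2b-null males. Its log2 change was −1.21 with diet in WT males (SE 0.282, adjusted p = 0.00253) and −1.01 with genotype on CDAHFD (SE 0.324, adjusted p = 1, range over the alternatives 7.83e-05 to 1). The alternative that called the genotype change of Ppp1r3c was the one with no low-count filter. The log2 change there was nearly the same (−0.9994), so the call did not come from a larger change. The left-out male replicate 4 had 9.50 CPM of Ppp1r3c, and the genotype change with all mapped libraries was −1.04 (adjusted p = 1).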

**Fig 4:**
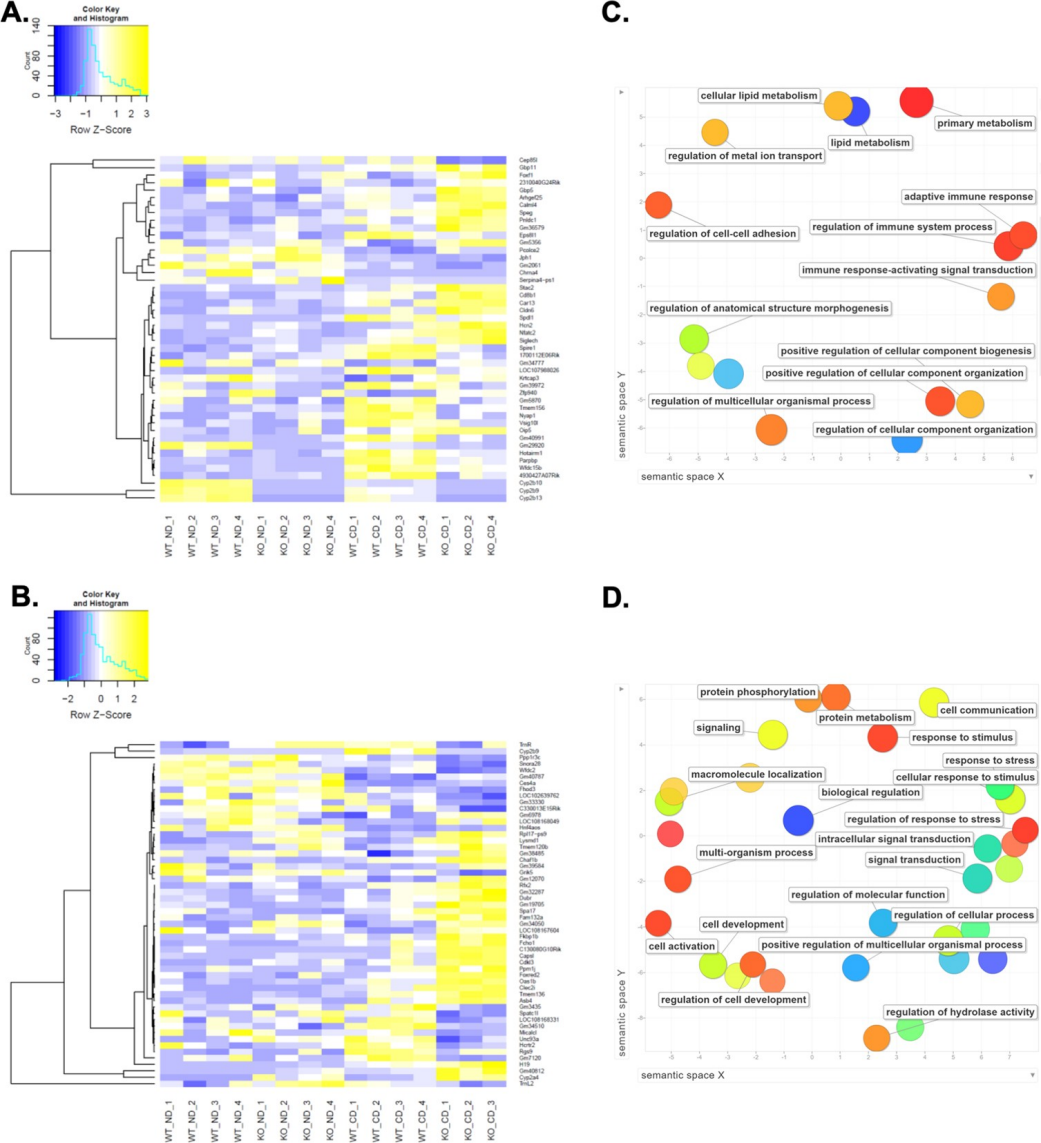
RNAseq demonstrates changes in gene expression in livers of CDAHFD-fed Cyp2b-null mice. Heat maps showing log2-transformed, Z-score scaled RNA-seq expression of significant differentially expressed genes (log_2_FC > 1.0) between CDAHFD-fed Cyp2b-null and CDAHFD-fed WT groups in female (A) and male (B) mice. Yellow and blue color intensity indicate gene up- or down-regulation, respectively. Dendrogram clustering on the y-axis groups genes by expression profile across samples. GO term enrichment analysis summary using Revigo [43] for up-regulated GO terms in CDAHFD-fed Cyp2b-null female (C) and male (D) mice compared to CDAHFD-fed WT mice. Each scatterplot contains enriched GO terms from the biological process class that remain after term redundancy is reduced and are displayed in a two-dimensional space where semantically similar GO terms are positioned closer together within the plot. Each circle represents an enriched GO term; the cooler the color of a term, the greater signficance (p < 0.05) of that term with measured changes in gene expression. Circle size indicates the frequency of the GO term in the underlying GO database, i.e. circles of more general terms are larger.

Gene ontology (GO) enrichment analysis (**S3 File**) demonstrates significant (p < 0.05) increases in terms associated with lipid metabolism and immune system regulation in CDAHFD-fed Cyp2b-null female mice, and increases in stimulus/stress response, cell communication, and signal transduction terms in CDAHFD-fed Cyp2b-null male mice compared to CDAHFD-fed WT mice (**Fig 4C and 4D**). 

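The GO terms were not recomputed here. Genes of xenobiotic metabolism were taken by the start of their symbol (Cyp1, Cyp2, Cyp3, Gst, Ugt and Sult) without the deleted genes. The set thus also takes in Cyp17a1 and Cyp27a1, which the paper ties to steroid and bile acid metabolism. In CDAHFD-fed Cyp2b-null females, the median log2 change of the 97 genes of the set against WT was 0.15, with 70 genes higher (camera test, adjusted p = 2.33e-09). A median as large or larger was found in 7 of the 35 ways of splitting the same 7 libraries into groups of 3 and 4. The female median ranged from 0.12 to 0.18 over the alternatives and kept its sign under each scaling. In CDAHFD-fed Cyp2b-null males, the median of 89 genes was −0.067, with 35 genes higher (adjusted p = 0.102). The male median with all mapped libraries was −0.064 (adjusted p = 0.0392). Apart from single libraries left out, scaling by library size only moved the male median most, to −0.0061. Under that scaling the median of all genes rose too, from 0.0020 to 0.067, so this move is not one of the set alone. Leaving out single libraries moved the male median further, giving values from −0.15 to 0.0083. The adjusted p-values of these fits ran from 0.0027 to 0.884.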

Both female and male CDAHFD-fed Cyp2b-null mice had down-regulated GO terms related to xenobiotic metabolism (**S4 Fig**). Fatty liver and NASH are known to mediate the down-regulation of detoxification enzymes, especially CYPs [51, 52]. 

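The same genes fell with diet in WT mice. In females, the median log2 change between CDAHFD and ND was −0.72, with 15 of 97 genes higher (camera test, adjusted p = 4.54e-20). In males it was −0.62, with 20 of 89 genes higher (adjusted p = 2.79e-09). Scaling by library size only moved these medians most, to −0.40 in females and −0.23 in males, below the raised median of all genes under that scaling. The direction was the same under each scaling.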

*Cyp2b9*, *Cyp2b10*, and *Cyp2b13* were all significantly down-regulated in CDAHFD-fed WT females; conversely, *Cyp2b9* was significantly up-regulated in WT CDAHFD-fed males compared to their ND-fed counterparts (**S4 File**). 

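In WT females, all 3 deleted genes fell with diet (n = 4 per group, edgeR quasi-likelihood test) and the groups did not overlap, where chance would give 2.86% of genes. Cyp2b9 went from 591 ± 38.0 to 179 ± 61.1 CPM (SD), a log2 change of −1.72 (SE 0.184, adjusted p = 1.36e-06). Cyp2b10 went from 72.5 ± 5.47 to 9.01 ± 4.41 CPM (SD), a change of −3.0048 (SE 0.260, adjusted p = 1.07e-07). Cyp2b13 went from 382 ± 41.2 to 145 ± 65.9 CPM (SD), a change of −1.40 (SE 0.240, adjusted p = 0.000318). In WT males, Cyp2b9 rose from 1.22 ± 1.41 to 46.2 ± 23.4 CPM (SD, n = 4), a change of 5.34 (SE 0.533, adjusted p = 2.69e-07), and Cyp2b10 fell from 11.0 ± 3.71 to 0.602 ± 0.498 CPM (SD, n = 4), a change of −4.15 (SE 0.529, adjusted p = 5.13e-06). Cyp2b13 had 0 counts in each ND-fed WT male library and 2 to 6 on CDAHFD, at least 1.21-fold higher (fit without the low-count filter, adjusted p = 0.0215, range over the alternatives 0.0075 to 1). That change was not called under 3 of 9 alternatives, DESeq2 and the paper's own 2-step rule among them, and in 4 of 8 fits without single libraries. The diet effect on Cyp2b9 differed between the sexes by 7.08 (fit to both sexes, adjusted p = 6.21e-10). The 3 genes are neighboring paralogs, so reads could have been split between them.

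**Figure D1:**
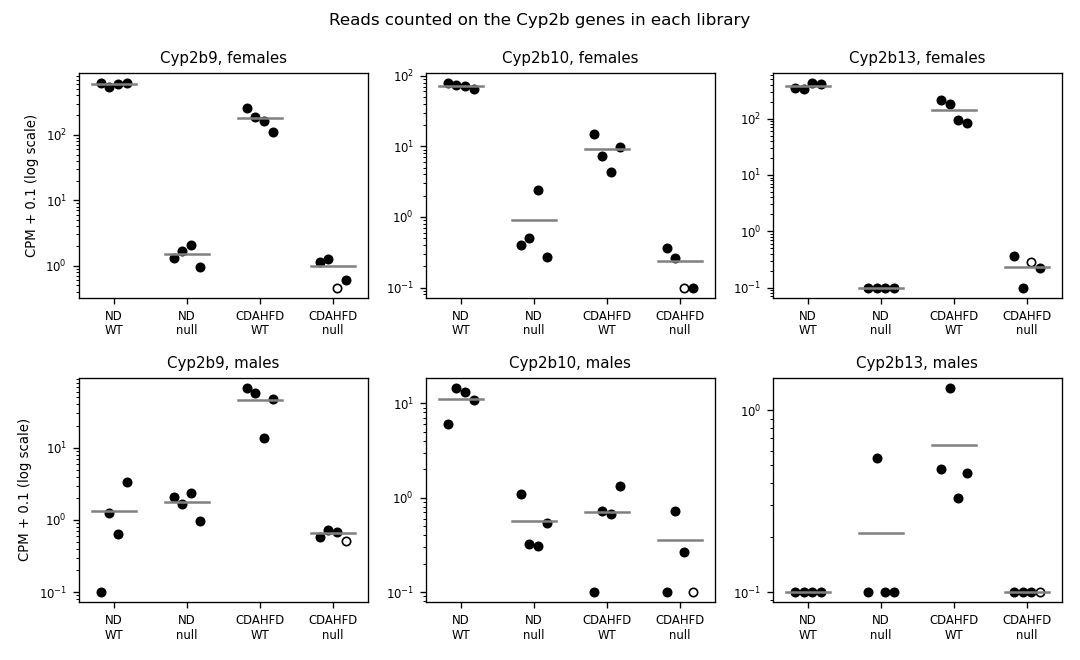
Cyp2b9, Cyp2b10 and Cyp2b13 in CPM + 0.1 (log axis) for each diet and genotype group of both sexes. Filled circles are the Fig 4 libraries, open circles the left-out libraries and gray bars the means of the filled circles, with Cyp2b9 higher on CDAHFD in WT males and lower in WT females.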

Immunoblotting confirmed that CYP2B protein was reduced in female but increased in male CDAHFD-fed WT mice compared to WT ND-fed mice (**S5 Fig**). 

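Differences between the sexes were tested in 1 fit to the 8 groups, with 14203 genes. The diet effect in WT mice differed between the sexes for 142 genes (edgeR quasi-likelihood test, n = 4 per group), 99 with the higher value in males and 43 with the lower, and 1617 genes had an unadjusted p-value under 0.05. The fit of all mapped libraries called 94 with the higher value in males and 42 with the lower. The alternative with no low-count filter moved this count most, to 533, and the fit of only the groups compared gave 79. The genotype effect on CDAHFD differed between the sexes for 0 genes (n = 3 to 4 per group), while 431 genes had an unadjusted p-value under 0.05. The fit of all libraries called 1 gene, Gm40812. The alternative with no low-count filter moved the count of the genotype effect most, to 39. The rank correlation of the genotype effects between the sexes was 0.041 across genes, which are not independent replicates. It was 0.144 with all mapped libraries.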

Overall, there is substantial sexual dimorphism in gene expression with Cyp2b-null females showing changes in lipid metabolism, energy metabolism, and inflammation; Cyp2b-null males showing changes related to stress responses and cell signaling (**Fig 4**).

### Analysis of fibrosis, inflammation, and stress associated biomarkers in CDAHFD-fed Cyp2b-null mice

Gene markers associated with fibrosis and inflammation were up-regulated in CDAHFD-fed WT female mice (**Fig 5A and S4 File**). 

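Of the Fig 5A genes, 22 had enough counts to be tested in females, all but Tnfrsf18. Of the 22, 15 were called with diet in WT females, 13 higher and 2 lower on CDAHFD (n = 4 per group, edgeR quasi-likelihood test). The paper marks 17 of these genes as significant, and 14 of the 17 were called. Adjusted over the list alone, 18 of 22 passed, a count that shows no stability because the paper chose the list on these data. The 6 fibrosis markers had a median log2 change of 2.51 and all 6 rose (camera test, adjusted p = 8.71e-07). The 13 inflammatory markers had a median of 1.22 and 11 rose (adjusted p = 4.58e-05). Over the alternatives the medians ranged from 2.51 to 2.83 and from 1.07 to 1.54, and each scaling gave the same direction.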

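Between CDAHFD-fed Cyp2b-null (n = 3) and WT females (n = 4), the fibrosis markers had a median log2 change of −0.0046, with 3 of 6 higher (camera test, adjusted p = 0.448). The median was 0.013 with all mapped libraries. The inflammatory markers had a median of 0.024, with 7 of 13 higher (adjusted p = 0.758). Of the 22 Fig 5A genes tested, 11 were higher and 11 lower in Cyp2b-null females and 0 were called, over all genes or adjusted over the list alone. The paper marks 5 of these genes as significant between the genotypes, and 1 of the 5 had an unadjusted p-value under 0.05. Leaving out single libraries moved the fibrosis median most, between −0.16 and 0.09.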

When comparing CDAHFD-fed Cyp2b-null mice to CDAHFD-fed WT mice, expression of several fibrosis-related genes were slightly down-regulated or unchanged (**S2 File**). However, the pro-inflammatory interleukin-6 receptor (*Il6ra*) was significantly down-regulated, while other apoptotic and immune response genes such as immunosuppressive transforming growth factor beta 2 (*Tgfb2*) [53] and chemokine receptor 7 (*Ccr7*) were up-regulated in CDAHFD-fed Cyp2b-null female mice (**S5 File**). Furthermore, the tumor necrosis factor receptor superfamily member 18 (*Tnfrsf18*) also known as the glucocorticoid-induced TNFR-related protein and calmodulin-like 4 (Calml4), a calcium-binding messenger protein involved in upstream signaling of steroid hormone biosynthesis, were significantly up-regulated (logFC = 1.70 and logFC = 1.28, respectively) in CDAHFD-fed Cyp2b-null females compared to WT counterparts (**Fig 5A**), suggesting a potential role for glucocorticoid mediated suppression of inflammation and immune response.

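Il6ra (chromosome 3, 89869324 to 89913196) had 34.7 ± 2.73 CPM (SD, n = 4) in CDAHFD-fed WT and 23.9 ± 4.55 CPM (SD, n = 3) in CDAHFD-fed Cyp2b-null females. The log2 change was −0.55 (SE 0.280, edgeR quasi-likelihood test, adjusted p = 1, range over the alternatives 0.259 to 1). Tgfb2 (chromosome 1, 186622787 to 186709697) rose from 1.68 ± 0.225 CPM (SD, n = 4; 7 to 11 counts) to 2.57 ± 0.209 CPM (SD, n = 3; 9 to 22 counts), by 0.62 (SE 0.359, adjusted p = 1, range 0.843 to 1). Ccr7 (chromosome 11, 99144199 to 99155077) rose from 1.43 ± 0.420 CPM (SD, n = 4) to 2.23 ± 0.218 CPM (SD, n = 3), by 0.63 (SE 0.513, adjusted p = 1, range 0.826 to 1). The genotypes did not overlap for Il6ra and Tgfb2, where chance would give 5.71% of genes. That share does not apply to genes that the paper named from these same data, so this adds no support. The left-out female replicate 3 had 9.74 CPM of Il6ra, 1.08 CPM of Tgfb2 and 3.79 CPM of Ccr7. With all mapped libraries the log2 changes were −0.78, 0.40 and 0.86. The paper's own 2-step rule called Il6ra, Tgfb2 and Ccr7. In WT females, Il6ra changed with diet by −0.78 (SE 0.251, adjusted p = 0.0242, range over the alternatives 1.88e-06 to 0.145), and Ccr7 by 1.67 (SE 0.682, adjusted p = 0.0731, range 0.015 to 0.105). Il6ra was not called with diet with all mapped libraries (adjusted p = 0.0535), with library size only, under the paper's own 2-step rule and in 4 of 8 fits without single libraries, and Ccr7 was called with library size only, with the likelihood ratio test, at the limit of 0.1 and under the paper's own 2-step rule.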

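Tnfrsf18 (chromosome 4, 156026322 to 156028894) had 0.766 ± 0.359 CPM (SD, n = 4; 2 to 8 counts) in CDAHFD-fed WT and 1.50 ± 0.349 CPM (SD, n = 3; 6 to 11 counts) in CDAHFD-fed Cyp2b-null females. In the fit without the low-count filter, its log2 change was 0.89 (adjusted p = 0.947, range over the alternatives 0.879 to 1). The left-out female replicate 3 had 1 count of Tnfrsf18 (0.18 CPM), and the change with all mapped libraries was 0.53. The paper's own 2-step rule did not call Tnfrsf18. Relative to ND-fed WT females, whose libraries had at most 3 counts, Tnfrsf18 was at least 1.04-fold higher in CDAHFD-fed WT females (adjusted p = 0.576). From the expression of Tnfrsf18 and Calml4, the paper proposes glucocorticoid-mediated suppression of inflammation in Cyp2b-null females. It also rests this on serum corticosterone, which it reports as higher in CDAHFD-fed Cyp2b-null than in WT females. Serum corticosterone cannot be tested in these libraries.

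**Figure D2:**
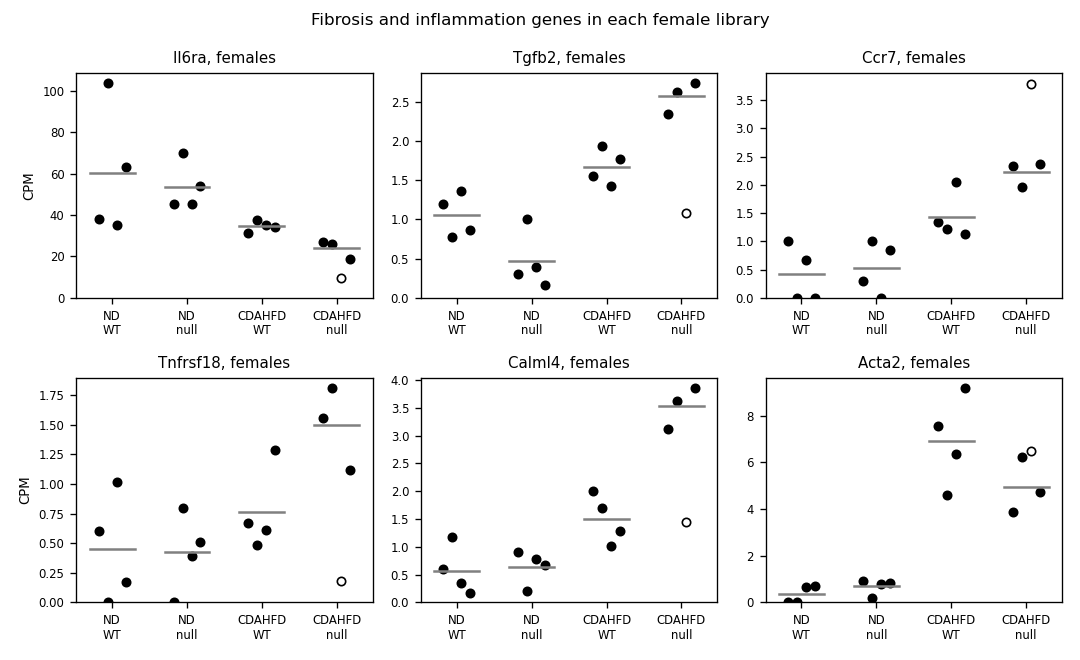
Il6ra, Tgfb2, Ccr7, Tnfrsf18, Calml4 and Acta2 in CPM in females of each diet and genotype group. Filled circles are the Fig 4 libraries, open circles the left-out replicate 3 and gray bars the means of the filled circles, with Il6ra lowest in the left-out replicate.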

**Fig 5:**
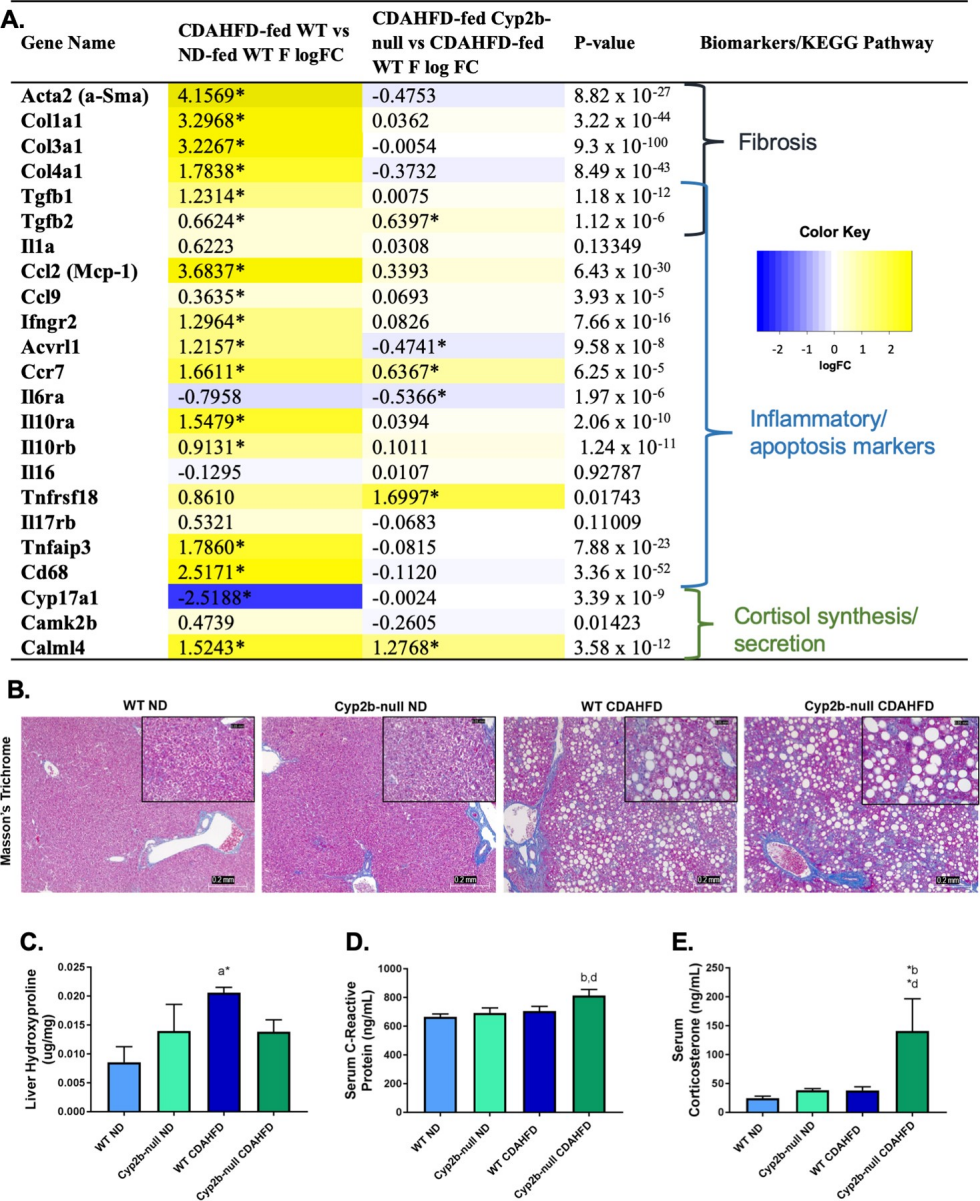
Measured liver fibrosis and inflammatory markers in CDAHFD-treated Cyp2b-null female mice. Changes in the expression of fibrosis, inflammation and stress response-associated genes were investigated and grouped by respective biomarkers and/or KEGG pathways (A). LogFC values with an asterisk indicates a significant difference (p < 0.05) between two groups, e.g. CDAHFD-fed versus ND-fed WT mice, and no asterisk denotes significance by one-way ANOVA across all treatment groups. Histopathological changes were evaluated by Masson’s trichrome staining of female liver tissues (B). Images were taken at 100x (0.2 mm) and 400x (0.05 mm) magnification. Liver hydroxyproline (C), as well as serum C-reactive protein (D) and corticosterone (E) were measured in all treatment groups. Graph data are presented as mean ± SEM. Statistical significance was determined by one-way ANOVA followed by Fisher’s LSD as the post-hoc test (n = 5). An ‘a’ indicates ND-fed WT different than CDAHFD-fed WT, ‘b’ indicates ND-fed Cyp2b-null different than CDAHFD-fed Cyp2b-null, ‘c’ indicates ND-fed WT different than ND-fed Cyp2b-null, ‘d’ indicates CDAHFD-fed WT different than CDAHFD-fed Cyp2b-null. No asterisk indicates a p-value < 0.05, * indicates a p-value < 0.01, and ** indicates a p-value < 0.0001.

Liver histopathology along with markers of NASH were examined because of gene expression profile differences found between CDAHFD-fed WT and Cyp2b-null mice. Masson’s Trichrome confirmed the development of cytoplasmic vacuolization and revealed the progresion of fibrosis from CDAHFD treatment; however, the difference in severity was not significant between genotypes (**Fig 5B**). Liver hydroxyproline, a major component of collagen and marker for fibrosis development, was significantly increased in female CDAHFD-fed WT mice compared to ND-fed WT mice. Hydroxyproline concentrations were 33% lower in female CDAHFD-fed Cyp2b-null mice than CDAHFD-fed WT mice; however, this was not statistically significant (p = 0.18) (**Fig 5C**). Overall, liver fibrosis was induced by a CDAHFD and some expression markers of liver fibrosis and inflammation were higher in female CDAHFD-fed WT mice than CDAHFD-fed Cyp2b-null mice; however, perturbation was often either minimal to moderate or not significant.

Liver inflammation was determined by serum levels of C-reactive protein (CRP). CDAHFD-fed Cyp2b-null females had higher (15%) CRP concentrations over WT counterparts (**Fig 5D**). Corticosterone, the main glucocorticoid in rodents, was also measured due to induction of immune system regulation-associated GO terms and inflammatory markers in CDAHFD-fed Cyp2b-null females (**Figs 4C and 5A**). Corticosterone increased in CDAHFD-fed Cyp2b-null females by 2.7X compared to WT mice (**Fig 5E**). These results concur with the up-regulation of glucocorticoid-mediated KEGG pathways including *Tnfrsf18* and *Calml4* in CDAHFD-fed Cyp2b-null females. Overall, gene expression, inflammatory markers, and corticosterone levels indicate Cyp2b-null mice differed in their response to a CDAHFD than WT mice; however, there were no significant changes in fibrosis (**Fig 5**).

CDAHFD-fed male mice show significant adverse changes compared to ND-fed mice, with expression markers associated with increased fibrosis and inflammation up-regulated in CDAHFD-fed WT male mice and greater up-regulation of fibrosis marker genes in CDAHFD-fed Cyp2b-null males, (**Fig 6A and S2, S4, and S5 Files**) especially when compared to females (**Fig 5A**). 

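Of the Fig 6A genes, 21 were tested in males, and 18 were called with diet in WT males (n = 4 per group, edgeR quasi-likelihood test), 17 higher and 1 lower on CDAHFD. The paper marks 19 of them, and 17 of the 19 were called. Adjusted over the list alone, 19 of 21 passed, which shows no stability for a list chosen on these data. With diet, the 6 fibrosis markers had a median log2 change of 2.87 and all 6 rose (camera test, adjusted p = 6.53e-07), and the 13 inflammatory markers had a median of 1.45 and all 13 rose (adjusted p = 1.2e-06). Between the genotypes on CDAHFD (n = 3 and 4), the fibrosis markers had a median of 0.29 and all 6 were higher in Cyp2b-null males (adjusted p = 0.0226, range over the alternatives 0.0226 to 0.0495). The median with all mapped libraries was 0.26 (adjusted p = 0.0254). Of the 35 ways of splitting the same 7 libraries, 10 gave a median as large or larger, and leaving out single libraries gave medians from 0.015 to 0.43 and adjusted p-values from 0.00641 to 0.474, over the threshold in 3 of 7 fits. The paper states that fibrosis markers rose more in Cyp2b-null than in WT males.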

Masson’s Trichrome staining also confirmed the development of cytoplasmic vacuolization and revealed the progression of fibrosis from CDAHFD treatment regardless of genotype (**Fig 6B and 6C**). Contrary to females, CDAHFD-fed male mice had unexpectedly lower concentrations of CRP and corticosterone in CDAHFD-treated mice (**Fig 6D and 6E**). 

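Between the genotypes on CDAHFD in males (n = 3 and 4), the inflammatory markers had a median log2 change of 0.14, with 9 of 13 higher (camera test, adjusted p = 0.102, range over the alternatives 0.0692 to 0.353, and 0.0244 to 0.762 with single libraries left out). Of the 21 Fig 6A genes tested, 17 were higher and 4 lower in Cyp2b-null males, and 0 were called over all genes (1 adjusted over the list alone). The paper marks 9 of them as significant between the genotypes, and 3 of the 9 had an unadjusted p-value under 0.05. The diet effect on Tgfb1 was higher in males than in females by 1.36 (edgeR quasi-likelihood test on both sexes, adjusted p = 0.0241, n = 4 per group).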

Taken together, gene expression suggests only minor differences between CDAHFD-fed WT and Cyp2b-null males, and these changes did not manifest themselves in the histopatholgy or hydroxyproline results, indicating few to no differences between WT and Cyp2b-null male mice regarding susceptibility to NASH.

**Fig 6:**
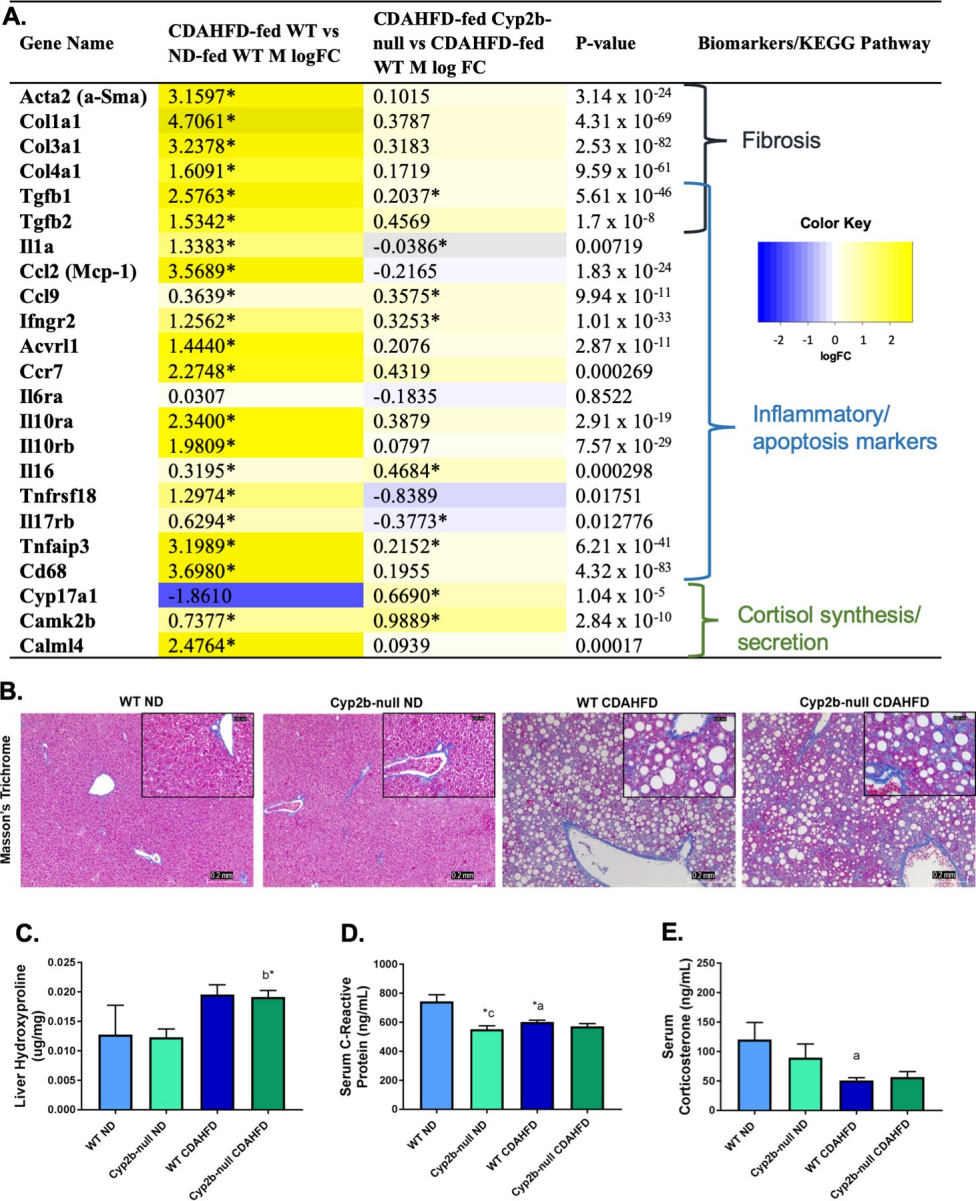
Measured liver fibrosis and inflammatory markers in CDAHFD-treated Cyp2b-null male mice. Changes in the expression of fibrosis, inflammation and stress response-associated genes were investigated and grouped by respective biomarkers and/or KEGG pathways (A). LogFC values with an asterisk indicates a significant difference (p < 0.05) between two groups, e.g. CDAHFD-fed versus ND-fed WT mice, and no asterisk denotes significance by one-way ANOVA across all treatment groups. Histopathological changes were evaluated by H&E, and Masson’s trichrome staining of male liver tissues (B). Images were taken at 100x (0.2 mm) and 400x (0.05 mm) magnification. Liver hydroxyproline (C), as well as serum C-reactive protein (D) and corticosterone (E) were measured in all treatment groups. Graph data are presented as mean ± SEM. Statistical significance was determined by one-way ANOVA followed by Fisher’s LSD as the post-hoc test (n = 5). An ‘a’ indicates ND-fed WT different than CDAHFD-fed WT, ‘b’ indicates ND-fed Cyp2b-null different than CDAHFD-fed Cyp2b-null, ‘c’ indicates ND-fed WT different than ND-fed Cyp2b-null, ‘d’ indicates CDAHFD-fed WT different than CDAHFD-fed Cyp2b-null. No asterisk indicates a p-value < 0.05, * indicates a p-value < 0.01, and ** indicates a p-value < 0.0001.

### Cyp2b-null mice show gender differences in CDAHFD-induced liver triglyceride accumulation

NAFLD is often a precursor to NASH and therefore differences in NAFLD were also investigated. GO analysis indicated an up-regulation of lipid metabolism-related terms in CDAHFD-fed Cyp2b-null females. In contrast, several genes associated with fatty acid metabolism were down-regulated in CDAHFD-fed WT female mice (**Fig 7A and S4 File**). 

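The lipid and glucose metabolism genes of Figs 7A and 8A were tested as a set of 19 genes without Cyp2b10. The median log2 change with diet in WT females was −0.53, with 7 of 19 higher (camera test, adjusted p = 0.0148, range over the alternatives 0.000907 to 0.0194, n = 4 per group). Scaling by library size only moved this median most, to −0.21. Of the 20 Fig 7A genes tested, 14 were called with diet, 4 higher and 10 lower. The paper marks 11 of them, and 9 of the 11 were called. Between the genotypes on CDAHFD (n = 3 and 4), the set had a median of 0.065, with 10 of 19 higher (adjusted p = 0.767). The paper marks 7 genes of this list between the genotypes. Of these 7, Cyp2b10 was called and 2 had an unadjusted p-value under 0.05, with 2 passing when adjusted over the list alone.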

Genes that reversed direction of regulation from down- to up-regulation in CDAHFD-fed Cyp2b-null female mice compared to CDAHFD-fed WT mice include Ndufa4-mitochondrial complex associated protein (*Ndufa4*) and *Cyp27a1*, which breaks down cholesterol to bile acids (**S2 and S5 Files**). 

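Ndufa4 (chromosome 6, 11900372 to 11907450) fell with diet in WT females from 282 ± 46.9 to 192 ± 9.30 CPM (SD, n = 4), a log2 change of −0.55 (SE 0.121, adjusted p = 0.00184), which was not called with library size only (adjusted p = 0.154). Cyp27a1 (chromosome 1, 74713148 to 74737897) fell from 528 ± 33.0 to 214 ± 15.5 CPM (SD, n = 4), a change of −1.3014 (SE 0.0961, adjusted p = 1.25e-08). In CDAHFD-fed Cyp2b-null females, Ndufa4 had 216 ± 17.4 CPM and Cyp27a1 250 ± 9.30 CPM (SD, n = 3). The genotype changes were 0.16 for Ndufa4 (edgeR quasi-likelihood test, adjusted p = 1) and 0.22 for Cyp27a1 (SE 0.102, adjusted p = 1), with adjusted p-values of 0.826 to 1 over the alternatives for each gene. The left-out female replicate 3 had 387 CPM of Ndufa4 and 309 CPM of Cyp27a1, and with all mapped libraries the changes were 0.43 and 0.30. The paper's own 2-step rule called Cyp27a1 but not Ndufa4 between the genotypes.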

Pathological analysis of Oil Red O staining established increased steatosis in CDAHFD-treated female mice, with less lipid accumulation in CDAHFD-fed Cyp2b-null females than CDAHFD-fed WT females (**Fig 7B**). Total lipid area quantified by ImageJ Fiji confirmed the pathological findings [40] that CDAHFD-fed Cyp2b-null female mice had significantly less hepatic lipids than CDAHFD-fed WT mice (**Fig 7C**) and this was verified by total triglyceride concentrations measured colorimetrically (**Fig 7D**). Despite smaller droplets (data not shown), CDAHFD-fed Cyp2b-null mice did not appear to present with microsteatosis. To make sure, serum β-hydroxybutyrate levels were also measured because impaired mitochondrial β-oxidation can cause microvesicular steatosis development [54]. Serum β-hydroxybutyrate increased in both CDAHFD-fed groups with no significant difference between genotypes (**Fig 7E**).

**Fig 7:**
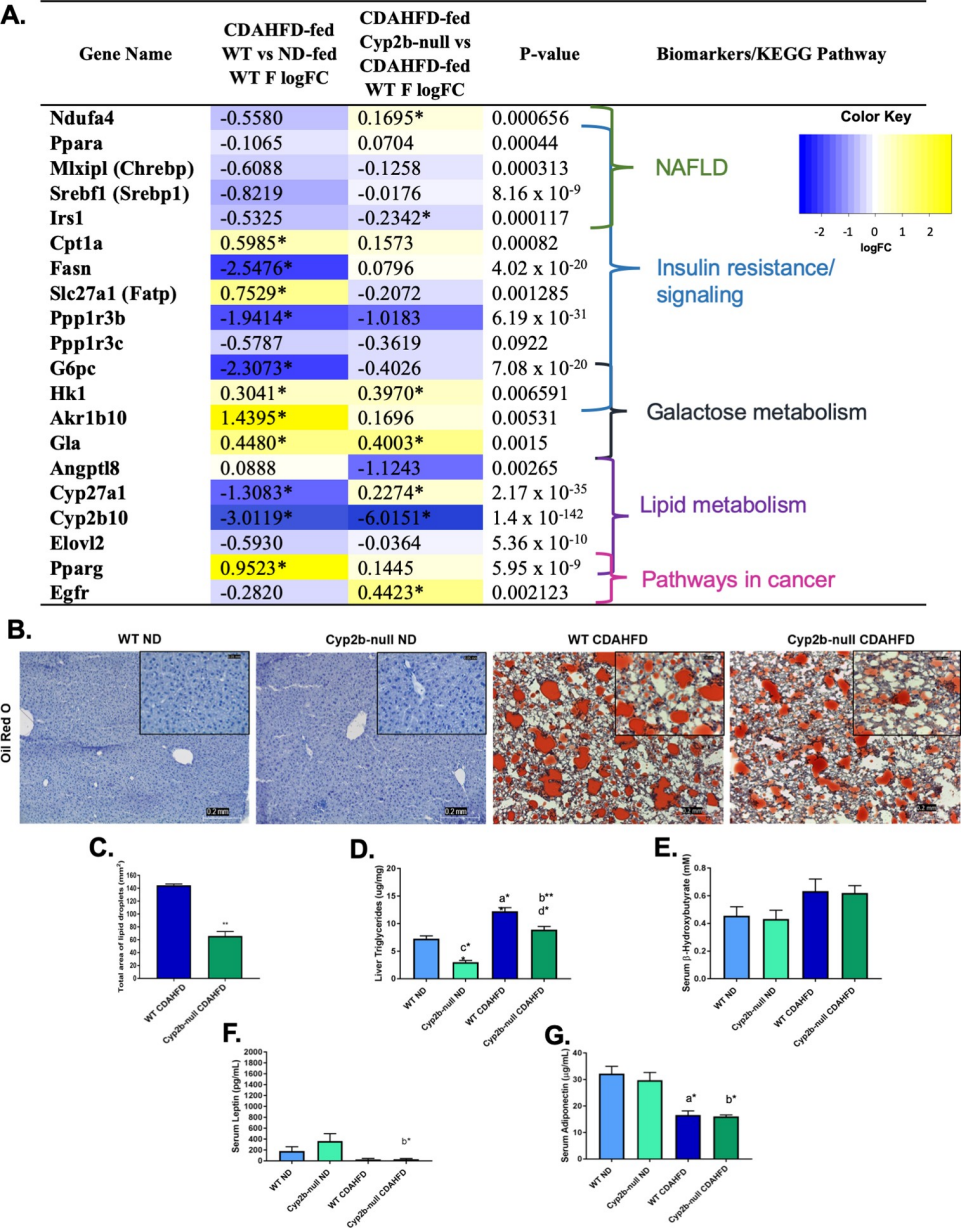
Steatosis and markers of steatosis in CDAHFD-fed WT and CDAHFD-fed Cyp2b-null female mice. Changes in the expression of nonalcoholic fatty liver disease-related genes were investigated and grouped by respective biomarkers and/or KEGG pathways (A). LogFC values with an asterisk indicates a significant difference (p < 0.05) between two groups, e.g. CDAHFD-fed versus ND-fed WT mice, and no asterisk denotes significance by one-way ANOVA across all treatment groups. Fatty liver histopathological changes were evaluated by Oil red O staining in female mice (B). Images were taken at 100x (0.2 mm) and 400x (0.05 mm) magnification. Total liver triglycerides (C) were measured in female mice to confirm Oil Red O staining results. Liver lipid droplets were also quantified by total area (D) using ImageJ Fiji from Oil Red O slides (400x). Serum levels of β-hydroxybutyrate (E), leptin (F), and adiponectin (G) were also determined. Graphed data are presented as mean ± SEM. Statistical significance was determined by one-way ANOVA followed by Fisher’s LSD as the post-hoc test (n = 5). An ‘a’ indicates ND-fed WT different than CDAHFD-fed WT, ‘b’ indicates ND-fed Cyp2b-null different than CDAHFD-fed Cyp2b-null, ‘c’ indicates ND-fed WT different than ND-fed Cyp2b-null, ‘d’ indicates CDAHFD-fed WT different than CDAHFD-fed Cyp2b-null. No asterisk indicates a p-value < 0.05, * indicates a p-value < 0.01, and ** indicates a p-value < 0.0001.

There were changes in the serum lipid levels of female mice (**Table 1A**). This includes decreased calcium and increased serum HDL and LDH in ND-fed Cyp2b-null mice compared to ND-fed WT mice consistent with previous data [33]. CDAHFD-fed female mice had lower serum glucose and HDL compared to ND-fed counterparts. However, between CDAHFD-fed genotypes, CDAHFD-fed Cyp2b-null mice increased HDL but decreased calcium levels. LDH was consistently increased in the serum of Cyp2b-null mice regardless of diet indicating skeletal or cardiac muscular tissue damage. Liver to serum triglyceride ratios confirm reduced accumulation of triglycerides in the livers of Cyp2b-null female mice regardless of diet (**Table 1A**). The metabolic hormones leptin and adiponectin were measured due to changes in weight, liver lipids, and gene expression changes. Significant differences were associated with diet and not genotype (**Fig 7F and 7G**).

**Table 1:** Serum biomarker levels in ND and CDAHFD-treated WT and Cyp2b-null mice.

**A.**				
**Serum Panel**	**ND-fed WT F**	**ND-fed Cyp2b-null F**	**CDAHFD-fed WT F**	**CDAHFD-fed Cyp2b-null F**
Calcium (mg/dL)	9.41 ± 0.15	8.02 ± 0.20^c^**	9.60 ± 0.14	7.72 ± 0.20^d^**
Phosphorus (mg/dL)	5.68 ± 0.38	5.95 ± 0.36	6.92 ± 0.63	7.04 ± 0.35
Glucose (mg/dL)	181.23 ± 6.72	186.42 ± 4.25	155.07 ± 12.06^a^	151.73 ± 5.41^b^*
Triglycerides (mg/dL)	59.91 ± 9.23	53.34 ± 0.40	64.88 ± 4.30	57.97 ± 7.15
Cholesterol (mg/dL)	71.88 ± 4.62	119.96 ± 42.45	70.57 ± 21.29	53.13 ± 2.02
HDL (mg/dL)	46.59 ± 2.03	51.85 ± 2.28	28.26 ± 4.97^a^*	37.60 ± 0.82^b^*^d^
LDL (mg/dL)	5.6 ± 0.20	8.13 ± 2.64	6.58 ± 2.19	4.28 ± 0.98
VLDL (mg/dL)	11.98 ± 1.85	10.67 ± 1.45	12.98 ± 0.86	11.59 ± 1.43
LDH (U/L)	n.d.	260.73 ± 104.64^c^*	n.d.	680.96 ± 96.79 ^b^^d^**
Direct bilirubin (mg/dL)	0.024 ± 0.004	0.04 ± 0.01	0.16 ± 0.11	0.068 ± 0.01
Indirect bilirubin (mg/dL)	0.218 ± 0.05	0.78 ± 0.58	0.56 ± 0.24	0.21 ± 0.048
Total bilirubin (mg/dL)	0.24 ± 0.05	0.69 ± 0.47	0.71 ± 0.22	0.45 ± 0.17
Liver:Serum Triglycerides	0.139 ± 0.03	0.065 ± 0.01^c^	0.192 ± 0.02	0.163 ± 0.02^b^*
**B.**				
**Serum Panel**	**ND-fed WT M**	**ND-fed Cyp2b-null M**	**CDAHFD-fed WT M**	**CDAHFD-fed Cyp2b-null M**
Calcium (mg/dL)	9.82 ± 0.27	8.54 ± 0.17^c^*	9.26 ± 0.10	8.50 ± 0.39
Phosphorus (mg/dL)	5.69 ± 0.34	5.76 ± 0.37	6.72 ± 0.21	7.37 ± 0.51^b^*
Glucose (mg/dL)	206.87 ± 15.42	212.36 ± 7.55	124.80 ± 3.55^a^**	141.45 ± 9.21^b^*
Triglycerides (mg/dL)	96.24 ± 5.46	66.72 ± 4.59^c^*	53.004 ± 4.64^a^**	55.15 ± 3.99
Cholesterol (mg/dL)	96.18 ± 4.65	105.48 ± 3.69	38.26 ± 1.78^a^**	46.38 ± 3.078^b^**
HDL (mg/dL)	69.76 ± 3.24	77.94 ± 2.25^c^	18.86 ± 2.33^a^**	29.53 ± 2.46^b^**^d^
LDL (mg/dL)	3.53 ± 0.20	3.29 ± 0.22	6.19 ± 2.09	3.40 ± 0.56
VLDL (mg/dL)	19.25 ± 1.09	13.34 ± 0.92^c^*	10.6 ± 0.93^a^**	11.03 ± 0.80
LDH (U/L)	n.d.	187.64 ± 23.73^c^**	n.d.	909.80 ± 55.91^b^^d^**
Direct bilirubin (mg/dL)	0.02 ± 0.0045	0.026 ± 0.004	0.12 ± 0.0045^a^**	0.095 ± 0.013^b^**^d^
Indirect bilirubin (mg/dL)	0.14 ± 0.014	0.15 ± 0.0097	0.22 ± 0.015^a^*	0.3 ± 0.026^b^**^d^*
Total bilirubin (mg/dL)	0.16 ± 0.012	0.18 ± 0.0073	0.34 ± 0.017^a^**	0.41 ± 0.032^b^**^d^
Liver:Serum Triglycerides	0.081 ± 0.009	0.115 ± 0.007	0.244 ± 0.012^a^**	0.322 ± 0.034^b^**^d^

Data are presented as mean ± SEM. Statistical significance was determined by one-way ANOVA followed by Fisher’s LSD as the post-hoc test (n = 5).

‘a’ indicates ND-fed WT different than CDAHFD-fed WT.

‘b’ indicates ND-fed Cyp2b-null different than CDAHFD-fed Cyp2b-null.

‘c’ indicates ND-fed WT different than ND-fed Cyp2b-null.

‘d’ indicates CDAHFD-fed WT different than CDAHFD-fed Cyp2b-null.

No asterisk next to a ‘letter’ indicates a p-value < 0.05.

* indicates a p-value < 0.01, and.

** indicates a p-value < 0.0001. n.d. = not detected.

Raw data from the serum panel and other measured endpoints are supplied in **S6 File**.

Numerous genes associated with fatty acid metabolism were also down-regulated in CDAHFD-fed WT male mice compared to ND-fed counterparts, and these genes were further down-regulated in CDAHFD-fed Cyp2b-null male mice (**Fig 8A and S2, S4, and S5 Files**), suggesting greater steatosis in the CDAHFD-fed Cyp2b-null male mice. These genes include regulators of glycogen metabolism, Ppp1r3b and Ppp1r3c, glucose metabolism regulator, glucose-6-phosphatase (*G6pc*), serum triglyceride regulator, angiopoietin-like protein 8 (*Angptl8*), and long chain fatty acid elongase 2 (*Elovl2*). 

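In WT males, the lipid and glucose metabolism set had a median log2 change of −0.80 with diet, with 6 of 19 genes higher (camera test, adjusted p = 0.0061, n = 4 per group). Of the 20 Fig 8A genes tested, 17 were called with diet, 4 higher and 13 lower on CDAHFD. The paper marks 14 of them, and 12 of the 14 were called. Between the genotypes on CDAHFD (n = 3 and 4), the set had a median of −0.15, with 9 of 19 genes higher (adjusted p = 0.00607, range over the alternatives 0.00109 to 0.0261). The fit of all mapped libraries gave −0.051 (adjusted p = 0.0261). Leaving out single libraries gave medians from −0.267 to −0.0456 and adjusted p-values up to 0.0935, over the threshold in 1 of 7 fits. Of the 35 ways of splitting the same 7 libraries, 5 gave a median as large or larger in size. The paper marks 6 genes of Fig 8A between the genotypes, of which 0 were called and 2 had an unadjusted p-value under 0.05. Adjusted over the list alone, 1 of the 20 genes passed. From these genes the paper proposes greater steatosis in CDAHFD-fed Cyp2b-null males. It also measured liver triglycerides directly and reports higher levels in CDAHFD-fed Cyp2b-null than in WT males.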

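With diet in WT males (n = 4 per group, edgeR quasi-likelihood test), Ppp1r3b (chromosome 8, 35375694 to 35388139) fell from 234 ± 111 to 45.5 ± 6.14 CPM (SD), a log2 change of −2.36 (SE 0.279, adjusted p = 2.12e-06). G6pc (chromosome 11, 101367716 to 101377903) fell from 343 ± 38.4 to 157 ± 33.4 CPM (SD), a change of −1.13 (SE 0.245, adjusted p = 0.00135). Angptl8 (chromosome 9, 21835510 to 21837347) fell from 8.75 ± 4.35 to 4.10 ± 0.657 CPM (SD), a change of −1.12 (SE 0.345, adjusted p = 0.0168). Elovl2 (chromosome 13, 41182382 to 41220403) fell from 848 ± 200 to 547 ± 52.2 CPM (SD), a change of −0.63 (SE 0.162, adjusted p = 0.0048). With library size only, neither Angptl8 (adjusted p = 0.0957) nor Elovl2 (adjusted p = 0.186) was called with diet. Angptl8 was also not called with diet under the paper's own 2-step rule and in 1 of 8 fits without single libraries (adjusted p = 0.107). In CDAHFD-fed Cyp2b-null males the values were 30.1 ± 8.71 CPM for Ppp1r3b, 74.3 ± 28.0 for G6pc, 3.04 ± 0.738 for Angptl8 and 426 ± 86.3 for Elovl2 (SD, n = 3). The genotype changes were −0.60 for Ppp1r3b (SE 0.301), −1.08 for G6pc (SE 0.271), −0.43 for Angptl8 (SE 0.394) and −0.36 for Elovl2 (SE 0.175). The adjusted p-value was 1 for each, with ranges over the alternatives of 0.106 to 1 for Ppp1r3b, 5.72e-08 to 1 for G6pc and 0.912 to 1 for Angptl8 and Elovl2. The alternative with no low-count filter called G6pc at nearly the same log2 change (−1.075), and the paper's own 2-step rule called G6pc and Ppp1r3b. The left-out male replicate 4 had 40.6 CPM of Ppp1r3b, 109 of G6pc, 3.03 of Angptl8 and 515 of Elovl2. With all mapped libraries the genotype changes were −0.49, −0.93, −0.43 and −0.29.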

Liver steatosis also increased in CDAHFD-fed male mice, with higher liver triglyceride levels in Cyp2b-null compared to WT mice (**Fig 8B–8D**) corroborating the gene expression data. Serum β-hydroxybutyrate also indicates no change in ketosis in male mice similar to female mice (**Fig 8E**).

**Fig 8:**
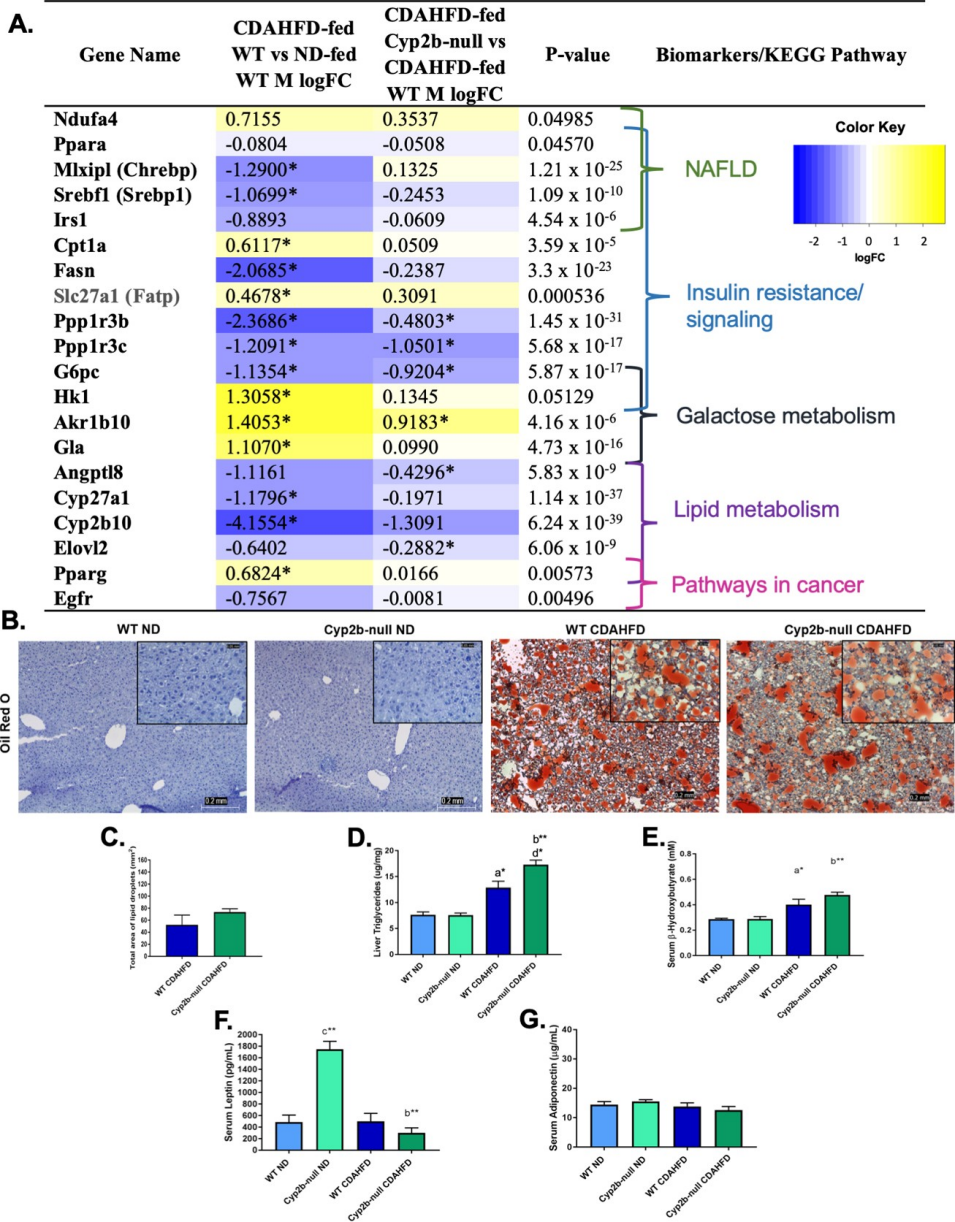
Steatosis and markers of steatosis in CDAHFD-fed WT and CDAHFD-fed Cyp2b-null male mice. Changes in the expression of nonalcoholic fatty liver disease-related genes were investigated and grouped by respective biomarkers and/or KEGG pathways (A). LogFC values with an asterisk indicates a significant difference (p < 0.05) between two groups, e.g. CDAHFD-fed versus ND-fed WT mice, and no asterisk denotes significance by one-way ANOVA across all treatment groups. Fatty liver histopathological changes were evaluated by Oil red O staining in female mice (B). Images were taken at 100x (0.2 mm) and 400x (0.05 mm) magnification. Total liver triglycerides (C) were measured in male mice to confirm Oil Red O staining results. Liver lipid droplets were also quantified by total area (D) using ImageJ Fiji from Oil Red O slides (400x). Serum levels of β-hydroxybutyrate (E), leptin (F), and adiponectin (G) were also determined. Graph data are presented as mean ± SEM. Statistical significance was determined by one-way ANOVA followed by Fisher’s LSD as the post-hoc test (n = 5). An ‘a’ indicates ND-fed WT different than CDAHFD-fed WT, ‘b’ indicates ND-fed Cyp2b-null different than CDAHFD-fed Cyp2b-null, ‘c’ indicates ND-fed WT different than ND-fed Cyp2b-null, ‘d’ indicates CDAHFD-fed WT different than CDAHFD-fed Cyp2b-null. No asterisk indicates a p-value < 0.05, * indicates a p-value < 0.01, and ** indicates a p-value < 0.0001.

ND-fed Cyp2b-null male mice showed significantly lower serum calcium and triglycerides consistent with previous data [33], and greater HDL and LDH similar to females. Relative to CDAHFD-fed WT mice, CDAHFD-fed Cyp2b-null mice showed greater HDL, bilirubin, serum: triglyceride ratios, and LDH. Males showed similar directional changes in HDL and LDH as females; however, their serum: triglyceride ratios were in opposing directions, which was expected because liver triglycerides went down in CDAHFD-fed Cyp2b-null females and up in CDAHFD-fed Cyp2b-null males (**Table 1B**). Serum leptin increased 2.6-fold in ND-fed Cyp2b-null males compared to their WT counterparts, while leptin levels remained low in CDAHFD-fed mice (**Fig 8F**). No differences were observed between groups for male adiponectin levels (**Fig 8G**). Overall, Cyp2b-null female and male mice reacted very differently to a CDAHFD pertaining to liver lipids, with protection from steatosis in Cyp2b-null females and increased steatosis in Cyp2b-null males.

### qPCR confirmation of changes in gene expression

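The genes measured by qPCR were read in the female libraries (n = 4 WT per diet, n = 3 Cyp2b-null on CDAHFD, edgeR quasi-likelihood test). With diet in WT females, Acta2 (chromosome 19, 34240336 to 34255585) rose from 0.343 ± 0.396 to 6.94 ± 1.94 CPM (SD), a log2 change of 4.16 (SE 0.506, adjusted p = 5.76e-06). Col1a1 (chromosome 11, 94936224 to 94953042) rose from 7.25 ± 6.79 to 69.5 ± 14.9 CPM (SD), by 3.36 (adjusted p = 7.21e-07). Cd68 (chromosome 11, 69664213 to 69666170) rose from 9.34 ± 2.47 to 52.5 ± 11.2 CPM (SD), by 2.53 (adjusted p = 8.15e-08). Cyp17a1 (chromosome 19, 46667165 to 46673000) fell from 192 ± 111 to 33.6 ± 32.2 CPM (SD), a change of −2.49 (adjusted p = 0.000657). Ppp1r3b changed by −1.93 and G6pc by −2.2994 (adjusted p = 1.87e-05). Akr1b8 (chromosome 6, 34354146 to 34368461) rose from 2.72 ± 0.974 to 6.66 ± 0.792 CPM (SD; adjusted p = 0.00141). Between the genotypes on CDAHFD the log2 changes were −0.48 for Acta2, 0.03 for Col1a1, −0.12 for Cd68, −0.029 for Cyp17a1, −1.02 for Ppp1r3b, −0.41 for G6pc and −0.030 for Akr1b8, each with an adjusted p-value of 1. Ppp1r3b was called between the genotypes by the alternative with no low-count filter (adjusted p = 2.47e-07). The log2 change of Ppp1r3b there was −1.007, so the lower p-value did not come from a larger change. With all mapped libraries the change of Cd68 was 0.0094 and that of Akr1b8 0.25.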

qPCR was used to verify RNAseq results of genes associated with hepatic fibrosis (*Acta2; Col1a1*), inflammation (*Cd68*) and steroid metabolism associated with cortisol (*Cyp17a1*), insulin signaling and glucose metabolism (*Ppp1r3b*; *G6pc*), and cell proliferation (aldo-keto reductase 1b8, *Akr1b8*, ortholog of *AKR1B10*) in female (**Fig 9A**) and male (**Fig 9B**) mice. All genes verified by qPCR exhibited similar directional trends in terms of gene expression to the RNAseq results (**Figs 5–8 and S1 File**). 

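In the male libraries (n = 4 WT per diet, edgeR quasi-likelihood test), Acta2 rose with diet from 0.718 ± 0.541 to 6.27 ± 1.57 CPM (SD), a log2 change of 3.17 (SE 0.513, adjusted p = 7.98e-05). Col1a1 rose from 3.08 ± 1.45 to 80.7 ± 23.1 CPM (SD), by 4.73 (SE 0.351, adjusted p = 8.01e-09), and Cd68 from 4.48 ± 1.76 to 59.5 ± 18.7 CPM (SD), by 3.6986 (SE 0.279, adjusted p = 1e-08). Cyp17a1 fell from 7.75 ± 5.09 to 2.13 ± 0.365 CPM (SD), a change of −1.85 (SE 0.433, adjusted p = 0.00249), which the paper's own 2-step rule did not call. Akr1b8 rose from 1.94 ± 1.41 to 8.71 ± 2.00 CPM (SD), by 2.10 (SE 0.349, adjusted p = 0.000106). Between Cyp2b-null (n = 3) and WT males on CDAHFD, the log2 changes were 0.11 for Acta2, 0.50 for Col1a1, 0.19 for Cd68, 0.71 for Cyp17a1 and 0.24 for Akr1b8, each with an adjusted p-value of 1. With all mapped libraries they were 0.10, 0.38, 0.20, 0.67 and 0.24, and the left-out male replicate 4 had 6.67 CPM of Acta2, 77.0 of Col1a1, 69.1 of Cd68, 3.03 of Cyp17a1 and 10.3 of Akr1b8.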

*Col1a1* was significantly different between CDAHFD-fed WT and CDAHFD-fed Cyp2b-null mice in both sexes, with lower *Col1a1* expression in the Cyp2b-null females (**Fig 9A**) and higher in the Cyp2b-null males provided a CDAHFD (**Fig 9B**). *Acta2* was not different between CDAHFD-treated genotypes but showed similar trends in expression to *Col1a1*, suggesting increased fibrosis. *Cd68* also differed by genotype in CDAHFD-fed female mice only, with decreased expression in CDAHFD-fed Cyp2b-null mice, suggesting lower inflammation and macrophage infiltration in these mice. *Cyp17a1* qPCR results were similar to RNAseq, however, there was no statistical differences between CDAHFD-fed WT and Cyp2b-null mice. The insulin signaling and glucose metabolism genes, *Ppp1r3b* and *G6pc* trended in the same direction of the RNAseq results, with decreased G6pc expression in both CDAHFD-fed Cyp2b-null female and male mice compared to WT counterparts; however only males were significant by ANOVA. Females were significant by t-tests directly comparing CDAHFD-fed WT to CDAHFD-fed Cyp2b-null mice (p = 0.04). *Akr1b8* showed similar patterns in gene expression to RNAseq, but no differences between genotypes in CDAHFD-fed mice. In conclusion, qPCR results showed exactly the same trends as RNAseq but did not always agree statistically. qPCR also indicates an increase in fibrosis, inflammation, and fatty liver in CDAHFD-fed mice that is repressed somewhat in Cyp2b-null females.

**Fig 9:**
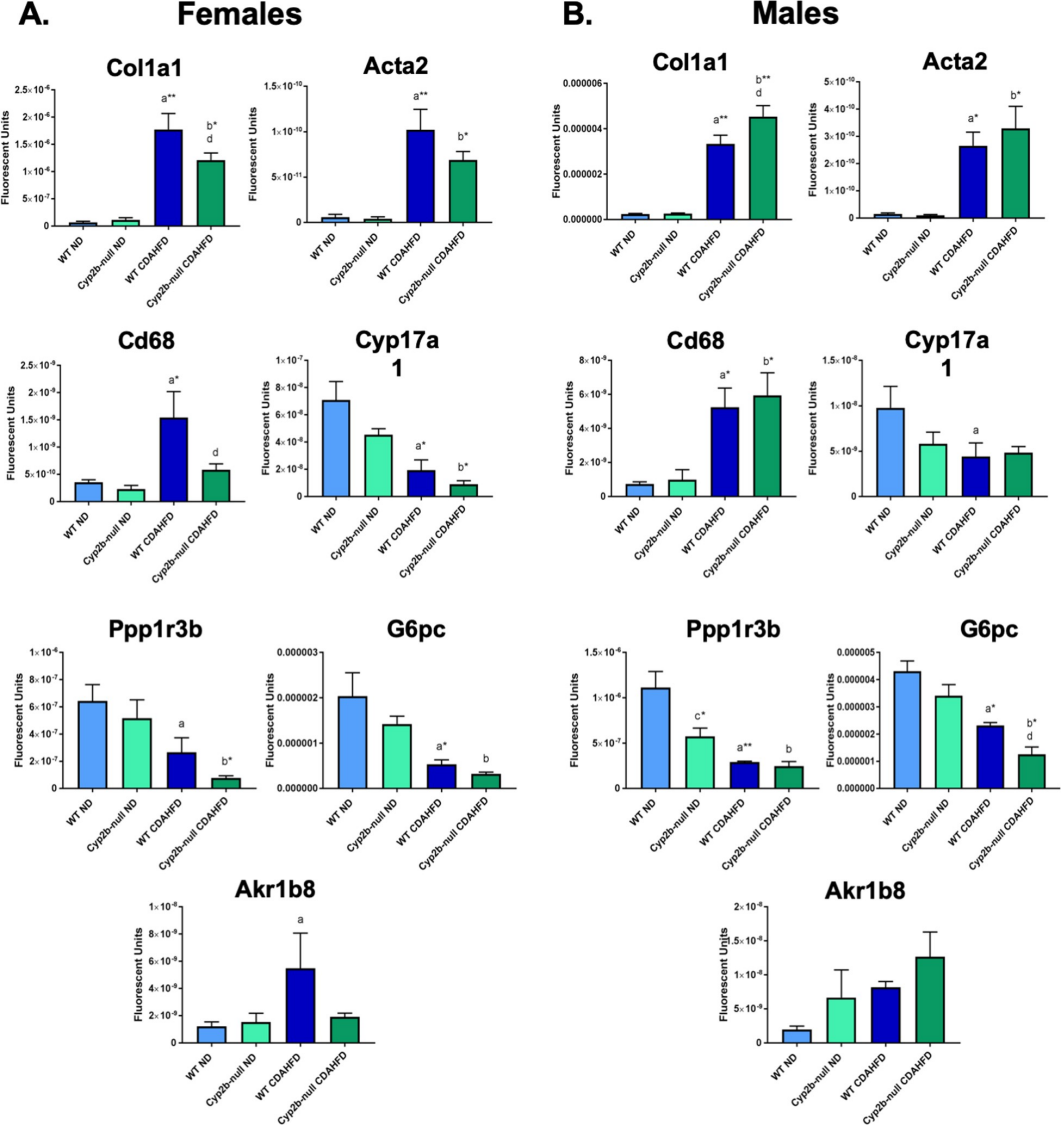
qPCR confirmation of RNAseq analysis. Changes in the expression of genes in females (A) and males (B) involved in fibrosis, inflammation, insulin signaling, fatty liver, and proliferation by qPCR confirmation. Data are presented as mean ± SEM. Statistical significance was determined by one-way ANOVA followed by Fisher’s LSD as the post-hoc test (n = 5). An ‘a’ indicates ND-fed WT different than CDAHFD-fed WT, ‘b’ indicates ND-fed Cyp2b-null different than CDAHFD-fed Cyp2b-null, ‘c’ indicates ND-fed WT different than ND-fed Cyp2b-null, ‘d’ indicates CDAHFD-fed WT different than CDAHFD-fed Cyp2b-null. No asterisk indicates a p-value < 0.05, * indicates a p-value < 0.01, and ** indicates a p-value < 0.0001.

## Discussion

Cyp2b-null female mice weigh less, primarily due to lower white adipose tissue mass, and are protected from diet-induced steatosis and to a lesser extent diet-induced NASH. There were few differences in fibrosis markers between CDAHFD-fed WT and Cyp2b-null females, however hydroxyproline levels were slighty lower in Cyp2b-null female mice. CDAHFD caused substantial liver injury, however Cyp2b-null females had significantly lower markers of liver injury including ALT, AST, and ALP compared to their WT counterparts. 

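Acvrl1 (chromosome 15, 101128522 to 101145336) had 8.17 ± 0.689 CPM (SD, n = 4) in CDAHFD-fed WT and 5.89 ± 0.633 CPM (SD, n = 3) in CDAHFD-fed Cyp2b-null females. The log2 change was −0.48 (SE 0.257, edgeR quasi-likelihood test, adjusted p = 1, range over the alternatives 0.875 to 1). The genotypes did not overlap, where chance would give 5.71% of genes. Acvrl1 was named by the paper from these same data, so the share does not apply to it. The left-out female replicate 3 had 10.5 CPM, above each of the other CDAHFD-fed female libraries, and with all mapped libraries the change was −0.22. With diet in WT females, Acvrl1 rose from 3.48 ± 0.846 CPM (SD, n = 4), a log2 change of 1.22 (SE 0.268, adjusted p = 0.00179). The paper's own 2-step rule called Acvrl1 between the genotypes.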

Protection from liver damage in Cyp2b-null females may occur due to lower immune suppression as indicated by gene expression changes in Tgfb2, Il6ra, and activin receptor-like kinase 1 (Acvrl1), potentially due to glucocorticoid-mediated repression.

In contrast, CDAHFD-fed Cyp2b-null male mice exhibit no significant changes in serum ALT, AST, and ALP in comparison to CDAHFD-fed WT mice indicating no differences in liver damage. Fibrosis was heavily induced by a CDAHFD, but there was also no difference between CDAHFD-fed male groups except for PCNA. Cyp2b-null males also have slightly greater inflammatory responses based on RNA-seq data with no changes in CRP or corticosterone levels. CDAHFD-fed Cyp2b-null males also showed a 1.5-fold increase of serum creatine kinase levels compared to all other treatment groups, suggesting that CDAHFD treatment causes damage to Cyp2b-null males in other tissues, such as cardiac or skeletal muscle, in addition to liver [50].

Direct measurement of liver triglycerides and histopathological staining using Oil Red O revealed less lipid accumulation in the livers of CDAHFD-fed Cyp2b-null females than CDAHFD-fed WT females. Liver to serum triglyceride ratios also indicate less triglyceride accumulation in the livers of Cyp2b-null female mice (especially when treated with CDAHFD) compared to their WT counterparts. GO enrichment analysis of RNA-seq data demonstrated significant increases in terms associated with lipid metabolism in CDAHFD-fed Cyp2b-null female mice compared to CDAHFD-fed WT female mice. Several genes involved in fatty acid metabolism were down-regulated in CDAHFD-fed WT females. When comparing gene expression of CDAHFD-fed Cyp2b-null mice to their WT counterparts, lipid metabolism genes were either minimally down-regulated but not significantly, or reversed direction and were slightly up-regulated as shown in Fig 7.

Conversely, male Cyp2b-null mice were not protected from development of fatty liver. Consistent with previous results [33], liver steatosis increased in CDAHFD-fed male mice, with more triglyceride accumulation in CDAHFD-fed Cyp2b-null males than CDAHFD-fed WT males as demonstrated by liver triglycerides and liver to serum triglyceride ratios. CDAHFD-fed Cyp2b-null male mice also had more down-regulated lipid metabolism associated genes compared to female counterparts, with several genes further down-regulated from CDAHFD-fed WT males, including regulators of glycogen and triglyceride metabolism. Based on these results, it is clear that a lack of hepatic Cyp2b members is not protective against fatty liver disease in male mice.

The progression of NAFLD to NASH is characterized by inflammation, fibrosis, stress responses, and hepatocellular injury [5]. GO terms related to xenobiotic metabolism were down-regulated in female and male CDAHFD-fed Cyp2b-null mice in comparison to CDAHFD-fed WT mice, which is commonly seen in NASH [51, 52]. Interestingly, CDAHFD decreased Cyp2b expression in WT females, but increased Cyp2b expression in WT males. This sexual dimorphism of Cyp2b gene expression in WT mice fed a CDAHFD may be associated with the gender differences observed in Cyp2b-null mice for other measured biomarkers. Markers of fibrosis and inflammation were also examined in CDAHFD-fed mice, however changes in these markers were relatively small. Histopathology revealed development of cytoplasmic vacuolization and fibrosis from CDAHFD treatment in both sexes, but no significant differences between genotypes. 

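Tgfb1 (chromosome 7, 25687002 to 25705077) had 23.2 ± 3.53 CPM (SD, n = 4) in CDAHFD-fed WT and 26.6 ± 5.63 CPM (SD, n = 3) in CDAHFD-fed Cyp2b-null males, a log2 change of 0.20 (SE 0.202, edgeR quasi-likelihood test, adjusted p = 1, range over the alternatives 0.912 to 1). In females it had 22.7 ± 3.99 CPM (SD, n = 4) in WT and 22.8 ± 1.17 CPM (SD, n = 3) in Cyp2b-null mice on CDAHFD, a change of 0.0019 (adjusted p = 1). Tgfb2 in males went from 2.20 ± 0.838 CPM (SD, n = 4) to 3.13 ± 1.62 CPM (SD, n = 3), by 0.52 (SE 0.563, adjusted p = 1). The left-out female replicate 3 had 29.4 CPM of Tgfb1, and the left-out male replicate 4 had 27.5 CPM of Tgfb1 and 2.63 CPM of Tgfb2. With diet in WT mice, Tgfb1 rose by 1.24 in females (SE 0.204, adjusted p = 0.000128) and by 2.58 in males (SE 0.227, adjusted p = 5.74e-08).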

Of the major fibrotic markers investigated, only *Tgfb1* and *Tgfb2* were perturbed in CDAHFD-fed Cyp2b-null mice compared to CDAHFD-fed WT mice; *Tgfb1* in males and *Tgfb2* in females. Consequently, susceptibility to NASH only differed following the CDAHFD, but not by genotype despite minor respression of inflammatory markers and hydroxyproline in female mice.

The hepatic Cyp2b members, *Cyp2b9* and *Cyp2b13* are highly sexually dimorphic [55–57], and CAR regulation of several genes including *Cyp2b10* is also sexually dimorphic as is cell proliferation [58, 59]. Signal transducer and activator of transcription 5b (Stat5b) mediates growth hormone (GH)-dependent sexually dimorphic gene expression in the male liver [60], and results indicate that the GH-STAT5b pathway regulates female predominant expression of *Cyp2b9*, as this pathway is suppressed by the male GH secretion profile [61, 62] through its regulation of HNF4α, CAR, and forkhead box A2 (FoxA2) [55, 57, 63]. Female predominant regulation of these genes is crucial in their physiological responses. For example, FoxA2 increases fatty acid oxidation, decreases obesity, regulates *Cyp2b9*, and represses hepatocellular carcinoma only in female mice [63–65]. However, it’s ability to regulate obesity in a sexually dimorphic manner has not been established [66]. Based on this information, it is certainly possible that the Cyp2b’s play a role in lipid metabolism that decreases obesity, provides protection from liver toxicity, but increases NAFLD in female mice because of their much higher expression, greater control, and production of key but as yet not completely understood oxylipins [21]. Most NAFLD studies using mouse models have found that disease is more severe in males, however sex differences differ by model and strain [67]. For example, a recent study found female C57Bl/6J mice fed a high-fructose diet to be more susceptible to NAFLD in terms of greater hepatic inflammation and decreased adiponectin in visceral adipose tisse than males, with no difference in liver steatosis between genders [68].

These gender differences are also seen in human CYP2B6, as it is also predominantly expressed in females although to a much lesser extent [69]. Current studies investigating the effects of NAFLD and NASH on CYP2B6 expression, activity and protein levels are inconclusive. A slight increase in the mRNA levels of CYP2B6 was found in steatotic and NASH human liver tissues, with no change in protein level or activity [70]. Conversely, the progression of NAFLD to hepatocellular carcinoma drastically decreased the estimated activity of CYP2B6 in hepatocellular carcinoma patients [71]. To our knowledge, CYP2B6 expression in NAFLD and NASH patients based on gender has yet to be determined; however, it is established that premenopausal women are protected from dysmetabolism, and NAFLD more often affects men [72].

A previous diet-induced obesity study in our laboratory performed with a 60% HFD for 10-weeks increased obesity in Cyp2b-null males only [33]; however, WAT was increased in both genders. Liver weight was decreased in Cyp2b-null males regardless of diet (ND or HFD), while liver: serum triglyceride ratios increased in Cyp2b-null males. Furthermore, serum cholesterol, which is associated with progressive NAFLD and potentially NASH [73, 74] was increased in males, but unaffected in females [33]. Taken together, Cyp2b-null males were susceptible to obesity and NAFLD with markers indicating the potential for progressive liver disease with the exception of inflammation. Females showed significantly fewer effects including those on the liver. It is because of this lack of inflammatory markers plus increased liver triglycerides providing protection from free fatty acid-induced oxidative stress observed in the previous study, that we hypothesized less progression to NASH. Interestingly, our hypothesis is correct although the manner of progression was not expected. In Cyp2b-null females, we observed protection from a progressive increase in NASH biomarkers, but that was associated with a decrease in NAFLD following the CDAHFD. In Cyp2b-null males, very few differences in NASH markers were observed while NAFLD increased; identical to the previous study. This suggests that the lack of Cyp2b may increase NAFLD, especially in males, but is protective from progression of the disease to NASH although the data with males is equivocal and in females is may be due to protection from initial damage and NAFLD.

In conclusion, the data presented indicates CDAHFD-fed Cyp2b-null female mice are less susceptible to the development of obesity and NAFLD than WT mice, and have less inflammation potentially due to glucocorticoid-mediated repression of immune responses. Female Cyp2b-null mice fed CDAHFD had decreased concentrations of serum liver injury biomarkers (ALT, AST, and ALP) and less liver steatosis compared to their WT CDAHFD-fed counterparts. In contrast, male Cyp2b-null mice are more susceptible to liver damage and hepatic steatosis with no changes in fibrosis or inflammation markers between CDAHFD-fed WT and Cyp2b-null mice. CDAHFD-fed Cyp2b-null male mice had more liver triglycerides accumulation, as well as significantly higher concentrations of circulating creatine kinase compared to CDAHFD-fed WT males, indicating damage in other tissues besides the liver. Taken together, there are marked gender-based differences in the role of Cyp2b in the development of NAFLD and progression to NASH.

## Supporting information

S1 Table Primers and annealing temperatures for qPCR. (PDF) Click here for additional data file.

S1 Fig Timeline of procedures performed. Procedures performed during an 8-week treatment of 9–10 week old WT and Cyp2b-null mice with either a normal diet (ND; 6.2% fat) or a choline-deficient, L-amino acid-defined high fat diet (CDAHFD; 62% fat and 0.1% methionine).
(JPEG) Click here for additional data file.

S2 Fig Feed consumption of WT and Cyp2b-null mice during 8-weeks of diet-induced NASH treatment. Female (A) and male (B) feed consumption was measured by weighing the food every alternate day. Data are presented as mean calories ± SEM. Statistical significance was determined by one-way ANOVA followed by Fisher’s LSD as post-hoc test (n = 9 An ‘a’ indicates ND-fed WT different than CDAHFD-fed WT, ‘b’ indicates ND-fed Cyp2b-null different than CDAHFD-fed Cyp2b-null, ‘c’ indicates ND-fed WT different than ND-fed Cyp2b-null, ‘d’ indicates CDAHFD-fed WT different than CDAHFD-fed Cyp2b-null.
(JPEG) Click here for additional data file.

S3 Fig Mice group by diet over genotype based on their gene expression profile. Heat maps showing log2-transformed, Z-score scaled RNA-Seq expression of 500 genes in female (A) and male (B) mice, with the highest variance between treatment groups. Red and blue color intensity indicate gene up- or down-regulation, respectively. Dendrogram clustering on the x-axis indicates sample similarity, whereas dendrogram clustering on the y-axis groups genes by expression profile across samples.
(JPEG) Click here for additional data file.

S4 Fig Gene ontology (GO) term enrichment analysis summary for down-regulated GO terms in CDAHFD-fed Cyp2b-null mice. GO term enrichment analysis summary using Revigo [43] for significant down-regulated GO terms in CDAHFD-fed Cyp2b-null female (A) and male (B) mice compared to CDAHFD-fed WT mice. Each scatterplot contains enriched GO terms from the biological process class that remain after term redundancy is reduced and are displayed in a two-dimensional space where semantically similar GO terms are positioned closer together within the plot. Each circle represents an enriched GO term; the cooler the color of a term, the greater signficance (p < 0.05) of that term with measured changes in gene expression. Circle size indicates the frequency of the GO term in the underlying GO database, i.e. circles of more general terms are larger.
(JPEG) Click here for additional data file.

S5 Fig Immunoblots of Cyp2b protein expression between ND-fed and CDAHFD-fed WT and Cyp2b-null mice. Microsomes were prepared by homogenizing frozen livers followed by differential centrifugation as described previously [75]. Protein concentrations were determined using Bradford reagent (Bio-Rad). Immunoblots were performed using 30 μg of microsomal protein separated on 12% SDS-polyacrylamide gels (BioRad). Protein was transferred onto 0.2μm polyvinylidene difluoride (PVDF) membrane and were recognized using polyclonal antibodies to Cyp2b (previously developed in house) [18, 76]. β-actin (Sigma Aldrich, St. Louis MO USA) was used as the reference protein. Chemiluminescent immunoblot detection was done using alkaline phosphatase conjugated secondary antibodies, where in anti-mouse IgG (Immunostar, Bio-Rad) was used to visualize β-actin and anti-rabbit IgG (Immunostar, Bio-Rad) was used to visualize Cyp2b. Protein was quantified by densitometry (Image Lab 6.0.1, BioRad, Hercules, CA). Relative density is shown as the average of two samples using β-actin as the reference gene. Data are presented as relative mean of WT ND compared to each treatment group. Statistical significance was determined by one-way ANOVA followed by Fisher’s LSD as post-hoc test (n = 2). An ‘a’ indicates WT ND are different than WT CDAHFD, ‘b’ indicates Cyp2b-null ND are different than Cyp2b-null CDAHFD, ‘c’ indicates Cyp2-null ND are different than WT ND, ‘d’ indicates WT CDAHFD are different than Cyp2b-null CDAHFD. No asterisk indicates a p-value < 0.05, * indicates a p-value < 0.01, and ** indicates a p-value < 0.0001.
(JPG) Click here for additional data file.

S6 Fig Full immunoblot and gel images required by PLoS ONE. Full immunoblot images of PCNA, CYP2B, and β-actin. (A) CYP2B immunoblot: CYP2B is sexually dimorphic and expressed much higher in females than males [55–57]. (B) Microsomal β-actin as the housekeeping protein. (C) PCNA. (D) Nuclear β-actin as the housekeeping protein. Left hand side of blots are often but not always stained with molecular weight markers. Blot images are from **S5 Fig** (CYP2B and β-actin) and **Fig 1**(PCNA and β-actin).
(PDF) Click here for additional data file.

S1 File List of differentially expressed genes by multiple comparisons for all treatment groups. Up- and down-regulated differentially expressed genes from raw read counts were determined by multiple comparisions in EdgeR for all treatment groups (p < 0.05, FDR < 0.1).
(XLSX) Click here for additional data file.

S2 File Differentially expressed gene list of CDAHFD-fed Cyp2b-null mice compared to CDAHFD-fed WT mice. Normalized counts of genes from the multiple comparisions results were compared by Student’s t tests to determine significant (p < 0.05) differentially expressed genes between CDAHFD-fed Cyp2b-null and WT groups.
(XLSX) Click here for additional data file.

S3 File GO term enrichment analysis list of up and down-regulated genes in CDAHFD-fed Cyp2b-null mice compared to CDAHFD-fed WT mice. GOSeq [42], a GO term enrichment analysis program was used to adjust for gene length and expression bias of significant differentially expressed genes between CDAHFD-fed groups in female and male mice.
(XLSX) Click here for additional data file.

S4 File Differentially expressed gene list of CDAHFD-fed WT mice compared to ND-fed WT mice. Normalized counts of genes from the multiple comparisions results were compared by Student’s t tests to determine significant (p < 0.05) differentially expressed genes between ND-fed and CDAHFD-fed WT groups.
(XLSX) Click here for additional data file.

S5 File List of altered KEGG pathways in CDAHFD-fed Cyp2b-null mice compared to CDAHFD-fed WT mice. Significant differentially expressed genes between CDAHFD-fed Cyp2b-null and WT groups were annotated to NCBI Gene IDs using InterPro and entered into KEGG Mapper [45].
(XLSX) Click here for additional data file.

S6 File Raw data from necropsies, glucose tolerance tests, serum and liver biomarkers, and qPCR. (XLSX) Click here for additional data file.

# Supplementary material for: Gender differences in diet-induced steatotic disease in Cyp2b-null mice
**Source:** PLoS One. 2020 Mar 10;15(3):e0229896. doi: 10.1371/journal.pone.0229896
**Supplement:** S1 Table

**S1 Table. Primer sequences used to determine changes in gene expression by qPCR.**

| <b>Gene</b> | <b>Forward Primer</b>   | <b>Reverse Primer</b>   | <b>T<sub>a</sub>(°C)</b> |
|-------------|-------------------------|-------------------------|--------------------------|
| 18s         | ATGGCCGTTCTTAGTTGGTG    | ATGCCAGAGTCTCGTTCGTT    | 64                       |
| Acta2       | CGAAACCACCTATAACAGCATCA | GCGTTCTGGAGGGGCAAT      | 57                       |
| Akr1b8      | TCAGCCCACGAGGCTTCCTTC   | CTCCGGAGTCGCATTTGCTCGCA | 66                       |
| Cd68        | CGCAGACGACAATCAACCTA    | AGTGGCATGGTGAAGAGATG    | 59                       |
| Colla1      | GAGAGCGAGGCCTTCCCGGA    | GGGAGCCAGCGGGACCTTGT    | 66                       |
| Cyp17a1     | GATCGGTTTATGCCTGAGCG    | TCCGAAGGGCAAATAACTGG    | 61                       |
| G6pc        | CGACTCGCTATCTCCAAGTGA   | GGGCGTTGTCCAAACAGAAT    | 56                       |
| Ppp1r3b     | AGCCGTACAATGGACCAGAT    | AGTAGTAGGGCCCCAGCTTT    | 62.4                     |

# Supplementary material for: Gender differences in diet-induced steatotic disease in Cyp2b-null mice
**Source:** PLoS One. 2020 Mar 10;15(3):e0229896. doi: 10.1371/journal.pone.0229896

**S6 Figure. Full immunoblot and gel images required by PLoS ONE.** Full immunoblot images of PCNA, CYP2B, and  $\beta$ -actin. (A) CYP2B immunoblot: CYP2B is sexually dimorphic and expressed much higher in females than males. CYP2A is the band located below CYP2B. (B) Microsomal  $\beta$ -actin as the housekeeping protein. (C) PCNA. (D) Nuclear  $\beta$ -actin as the housekeeping protein. Left hand side of blots are often but not always stained with molecular weight markers. Blot images are from **S5 Figure** (CYP2B and  $\beta$ -actin) and **Figure 1** (PCNA and  $\beta$ -actin).

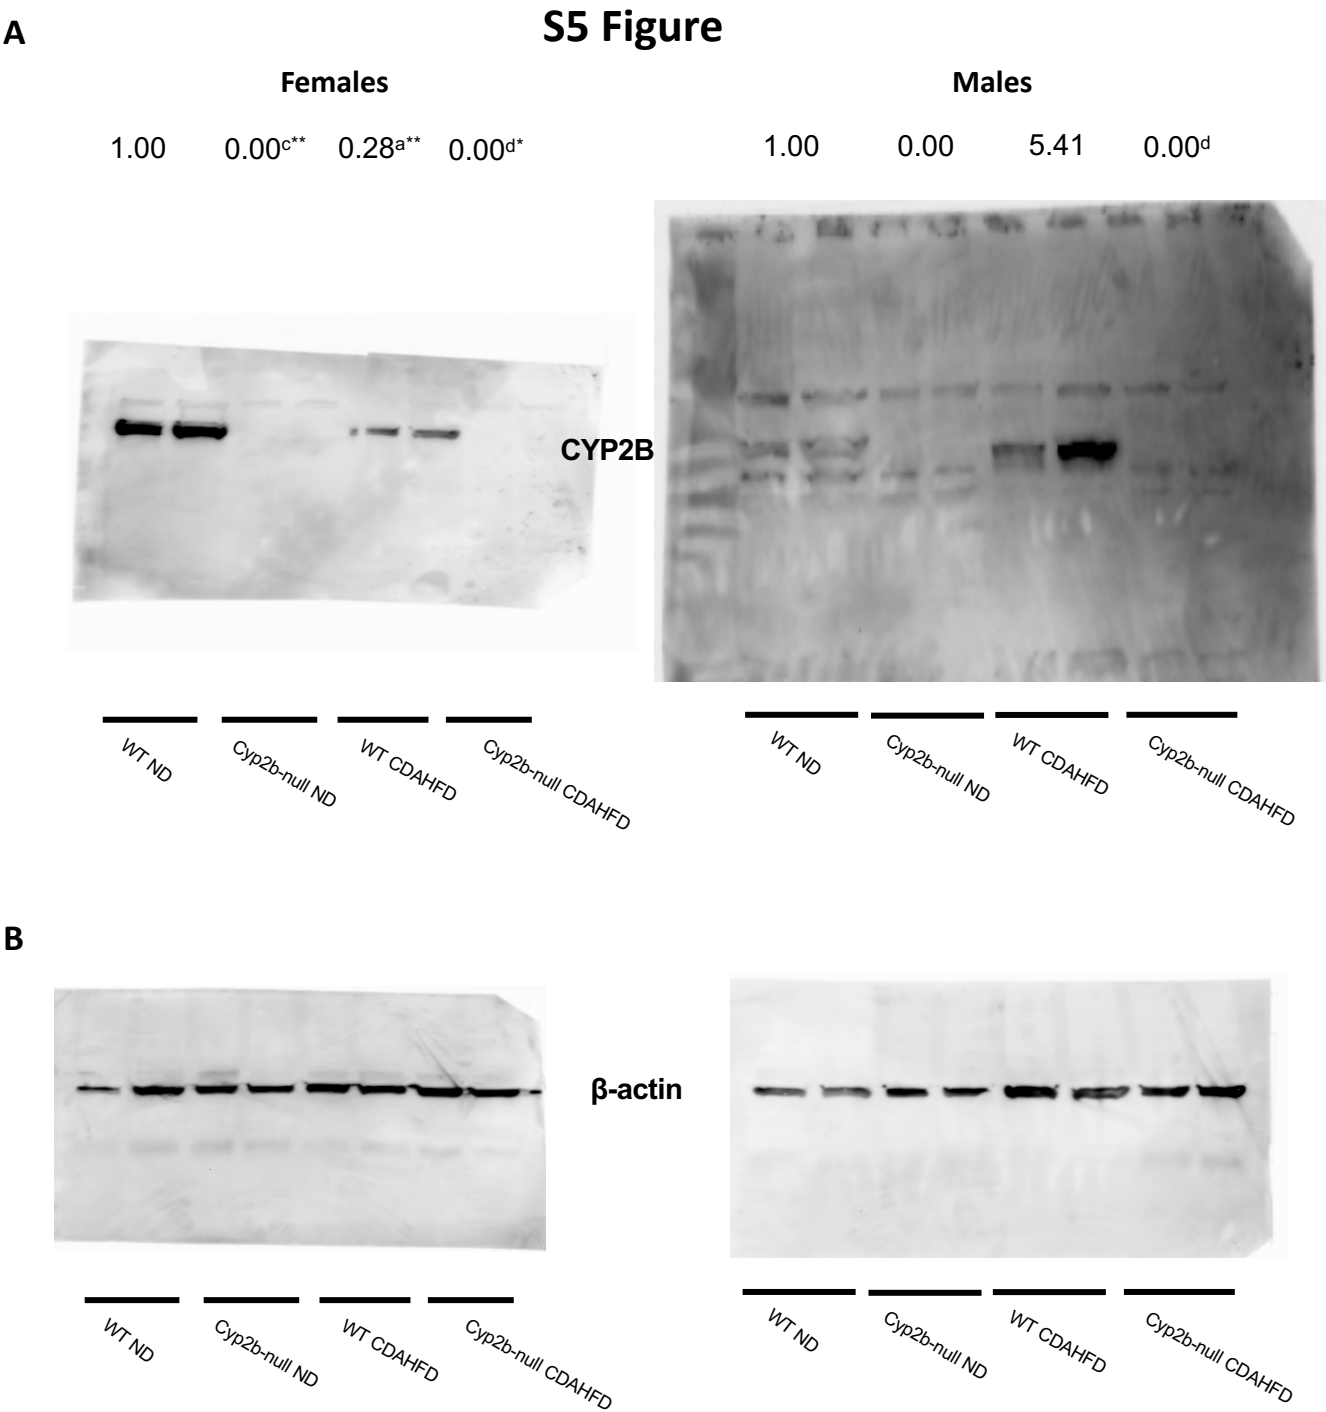

Figure 1

C

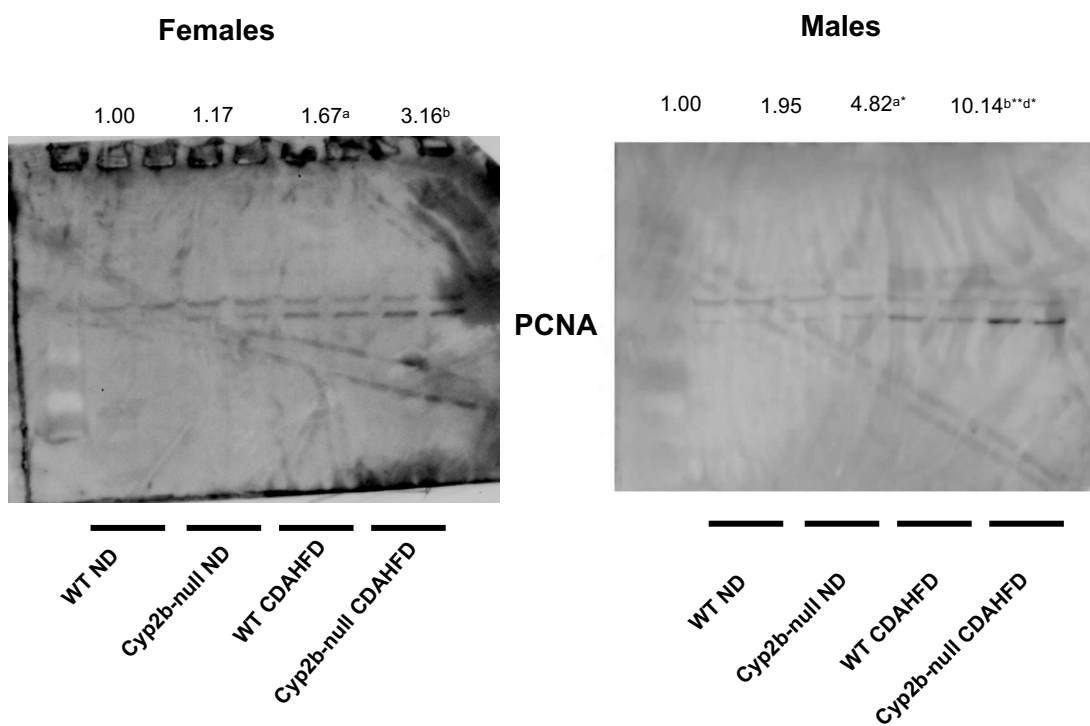

D

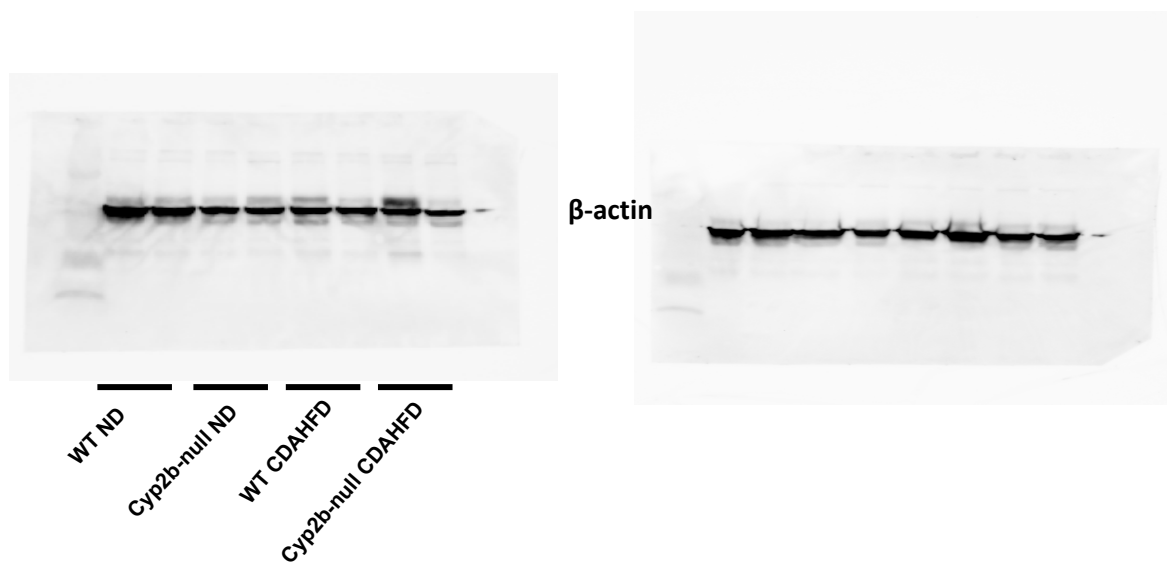

**Supplement:** S6 Fig — Full immunoblot images of PCNA, CYP2B, and β-actin. (A) CYP2B immunoblot: CYP2B is sexually dimorphic and expressed much higher in females than males [55–57]. (B) Microsomal β-actin as the housekeeping protein. (C) PCNA. (D) Nuclear β-actin as the housekeeping protein. Left hand side of blots are often but not always stained with molecular weight markers. Blot images are from S5 Fig (CYP2B and β-actin) and Fig 1(PCNA and β-actin).

How the deposited data were processed for this re-analysis (not part of the article)

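The authors' deposited tables of raw counts per gene were used, 1 for females and 1 for males, with 16 libraries each. Their unit was checked: all values are whole numbers, they are not normalized, and the library totals differ. The authors produced the counts with FastQC, Trimmomatic, GSNAP and Subread featureCounts on GRCm38.p6, without stated versions and without stated settings for strand or for reads that map more than once. The tables hold 41585 gene entries, of which 27 had symbols turned into dates and 4 were listed more than once. All 32 libraries were mapped to diet, genotype, sex and replicate number from the deposited titles and characteristics of the libraries, and 0 columns were left unused. No pairing of mice across groups is stated, so libraries were treated as unpaired. The positions of genes were read from the GRCm38.p6 annotation of genes and the lengths and GC contents of transcripts from GENCODE vM21.

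Genes with low counts were removed with edgeR's filterByExpr (smallest count 10, smallest total 15), separately in each sex. Counts were scaled with TMM factors, and expression was given as CPM. The edgeR quasi-likelihood test (edgeR 4.0.16, R 4.3.3) was fitted to the 4 groups of each sex, with contrasts for diet in each genotype, genotype on each diet and their interaction, and a test of any difference among the 4 groups. Sex differences of the diet and genotype effects were tested in 1 fit to all 8 groups. P-values were adjusted over all genes tested with the Benjamini-Hochberg method, and a gene was called at an adjusted p-value under 0.05. The named genes that did not pass the filter were tested in a fit without it. Gene sets were tested with camera (limma 3.58.1, inter-gene correlation 0.01, prior count 2), and their p-values were adjusted over the 16 set tests. Shares have Wilson 95% confidence intervals. A group whose libraries all had at most 3 counts was taken to be at the floor, and a fold against it was computed against that floor as a lower bound. Clustering used Ward's method on Euclidean distances of Z-scored log2 CPM (prior count 1) of the 500 most variable genes.

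The first results are from the libraries shown in Fig 4, and the second from all mapped libraries. The other alternatives were DESeq2 1.42.0 (Wald test with its size factors), RLE normalization, scaling by library size only, no low-count filter, a filter of at least 1 CPM in at least 4 libraries, a fit of only the groups compared, the likelihood ratio test, an adjusted p-value limit of 0.1, the replicate number as a block and leaving out each library in turn. The paper's own 2-step rule was also run, an edgeR test across all groups followed by a pairwise comparison of normalized counts. It was run after the low-count filter, except for named genes that did not pass the filter. Clustering was repeated with 100 and 2000 genes. For the detoxification genes, a set of Cyp families 1 to 3 only was added after the data were seen.

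Genes are named by a fixed rule. It takes each gene that the paper's results text names for an RNA-seq result, with Tgfb1 and Acvrl1. It adds the 3 largest rises and the 3 largest falls of the genotype effect on CDAHFD and of the diet effect in WT mice in each sex, among called genes with a mean of at least 1 CPM and no overlap between groups, without the 3 deleted genes. Xist, Ddx3y, Eif2s3y, Uty and Kdm5d check the sex of the libraries, Nnt, Wdfy1, Entpd4, Crb1 and Cyfip2 check for a substrain difference, and Cyp2a4, Cyp2a5, Cyp2g1, Cyp2b19 and Cyp2b23 are neighbors or paralogs of the deleted genes. The other genes of Figs 4 to 8 enter as counts over their list.

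The test was tested on simulated data with the group sizes and depths of these libraries, with 200 genes changed in each sex. It called 179 of them in females (89.5%) and 174 in males (87%), with 0 wrong signs. The genes changed 2-fold were called in 79.2% of cases in females and 75.3% in males, and 7 and 8 unchanged genes were called. The changed genes were drawn only from genes with enough expected counts, and no diet effect was simulated. As many as 200 changed genes also ease the adjustment for multiple tests. These shares thus do not give the power for genes of low counts or where few genes change.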

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

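The tests of Cyp2a4, of ribosomal RNA in ND-fed females and of depth for the sex difference of the diet effect were chosen only after the result was seen. The other tests of this part, the rule for named genes and the alternatives, without the set of Cyp families 1 to 3 only, were set before the data were examined.

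In groups of 4 libraries, the highest or lowest library was compared with the others of its group for total counts, for the share of the 10 highest genes and for the CPM of named genes. Of the 150 groups, 7 had a library far from the others, where chance would give 7.5. The ND-fed Cyp2b-null male replicate 1 had a total of 10166959 counts (the others 5100620 to 5466511), and its 10 highest genes took 22.48% of them (the others 20.51% to 20.76%). Ndufa4 had 302 CPM in the ND-fed Cyp2b-null female replicate 3 (the others 236 to 247), and Angptl8 had 78.7 CPM in the CDAHFD-fed WT female replicate 1 (the others 8.97 to 14.1). In ND-fed males, Col1a1 had 5.25 CPM in WT replicate 1 (the others 2.11 to 2.58), Cyp17a1 11.8 CPM in Cyp2b-null replicate 4 (the others 4.92 to 6.04) and Akr1b8 4.04 CPM in WT replicate 3 (the others at most 1.45). No biological explanation was tested for these libraries.

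The diet effect in WT mice differed between the sexes for 142 genes. Of 100 drawn splits of the libraries that part as many same-numbered pairs, 23 gave as many genes (median 0, range 0 to 6317). These splits exchange diets within a sex and so can move the diet effect itself into the sex difference, so they are no clear comparison for this count. With each library thinned to the smallest total count, 118 genes were called, so depth alone does not give the count. Cyp2b9 differed by 7.08 (log2, adjusted p = 6.21e-10, n = 4 per group), falling with diet in females and rising in males without overlap in either sex. Tgfb1 differed by 1.36 (adjusted p = 0.0241), rising in both sexes without overlap. In males the diet effect on Cyp2b9 differed between the genotypes by −6.91 (adjusted p = 0.0152, n = 3 to 4 per group), where the gene is deleted in 1 of the genotypes. For the interaction in males, 12 of 100 splits gave at least as many genes. The female count was 0, with 599 genes at an unadjusted p-value under 0.05, and as no split can give fewer than 0 genes, the 100 of 100 splits that reached it test nothing.

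On ND, 12 genes were called between the genotypes in females (1103 with an unadjusted p-value under 0.05). The genes other than the deleted ones and Cyp3a16 were named after their values were seen, and CPM are given as Cyp2b-null against WT (SD, n = 4 per group). Ankrd60 changed by −2.36 (8.17 ± 2.25 against 42.7 ± 17.0, adjusted p = 0.0012), Cyp3a16 by −3.035 (10.9 ± 7.78 against 82.9 ± 46.2, adjusted p = 0.00789) and Baiap2 by −1.27 (17.9 ± 3.08 against 42.7 ± 2.26, adjusted p = 0.00734). Gpr146 changed by 0.86 (124 ± 13.1 against 68.3 ± 11.3, adjusted p = 0.0221), Bach1 by 0.68 (68.3 ± 8.91 against 42.2 ± 5.58, adjusted p = 0.0311) and Abhd17b by 1.01 (25.6 ± 1.94 against 12.7 ± 2.39, adjusted p = 0.0012). The ribosomal genes Rn18s-rs5 and LOC101056014 changed by −1.96 (1936 ± 755 against 7536 ± 2630, adjusted p = 0.0164) and by −1.86 (756 ± 293 against 2740 ± 888, adjusted p = 0.0193). Gm29920, which lies between Cyp2b13 and Cyp2b9 on chromosome 7 (26099561 to 26111069), was at least 4.44-fold lower (0 against 3.198 ± 0.850, adjusted p = 0.0012). With the log2 CPM of Rn18s-rs5 as a covariate, 4 of the 12 genes were still called, Cyp2b9, Cyp2b10, Cyp2b13 and Cyp3a16, and 13 genes were called in all. Rn18s-rs5 is itself among the 12 and differed between the genotypes, so the covariate takes up part of the genotype contrast and the test cannot separate ribosomal RNA left in the libraries from genotype. Of the 35 splits of the 8 libraries, 3 gave as many genes, and 1 of the 8 splits that part as many same-numbered pairs did. Of the 8 genes that lost the call, Gm29920 had 0 counts in each of the 4 Cyp2b-null libraries and 5 to 21 in WT and lies between deleted genes, so ribosomal RNA does not account for it. The other 7, Rn18s-rs5 itself among them, cannot be told apart from ribosomal RNA left in the libraries, and the number of genes cannot be told apart from what other groupings of the libraries give.

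On ND in males, 5 genes were called (1093 with an unadjusted p-value under 0.05), Cyp2b10, Cyp2a4 and 3 others named after their values were seen. Atp2a2 changed by −0.75 (189 ± 14.4 against 317 ± 70.7 CPM, adjusted p = 0.0379), Creb3l2 by −1.15 (20.2 ± 4.48 against 44.8 ± 10.9 CPM, adjusted p = 0.0117) and Syvn1 by −1.35 (43.4 ± 9.48 against 110 ± 41.9 CPM, adjusted p = 0.0384; SD, n = 4 per group). Of the 35 splits, 3 gave as many genes, and 2 of the 8 splits that part as many same-numbered pairs did. The 3 falls cannot be told apart from what other groupings of these libraries give.

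Cyp2a4 was higher in Cyp2b-null males, by 4.74 on ND (85.7 ± 48.0 against 3.25 ± 1.16 CPM, SD, n = 4 per group, adjusted p = 0.000334) and by 2.77 on CDAHFD (114 ± 49.1 CPM, n = 3, against 16.6 ± 12.2 CPM, n = 4, adjusted p = 0.0437). On CDAHFD the adjusted p-value ranged from 1.1e-57 to 0.0543 over the alternatives and from 0.00388 to 0.483 with single libraries left out, where Cyp2a4 was not called in 6 of 7 fits. If reads of Cyp2a5 had been counted as Cyp2a4, Cyp2a5 would be expected to fall, and in males it changed by 0.2736 on ND (adjusted p = 0.797) and by 0.48 on CDAHFD (adjusted p = 1), where it was higher under all alternatives (0.467 to 0.6727) and in all 7 fits without single libraries (0.3128 to 0.7899). These rises go against reads of Cyp2a5 having been counted as Cyp2a4. Since the 2 genes are near-identical and the setting for reads that map more than once is not stated, the split of reads between them stays uncertain. RNA from female livers would bring Xist along, and Xist in ND-fed Cyp2b-null males was 0.203% of its level in females, against 5.89% for Cyp2a4. In ND-fed Cyp2b-null females Cyp2a4 changed by 0.8425 (adjusted p = 0.577), with 1040 to 1920 CPM against 573 to 917 in WT and no overlap. On CDAHFD it changed by 0.79 in females (adjusted p = 1), and by 0.8089 with no low-count filter (adjusted p = 1.99e-05). Cyp2a5 changed there by 0.83 (adjusted p = 1), by 0.8478 with no low-count filter (adjusted p = 4.03e-06), and was called under the paper's own 2-step rule. An effect of the deletion on the neighboring gene in both sexes cannot be excluded.

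A further test asked whether genes higher in CDAHFD-fed WT females than in CDAHFD-fed WT males were higher in Cyp2b-null males, with the gene list redefined after its first result was seen so that it shared no library with the ND comparison. On ND their median change was 0.155, with 121 of 186 higher (limma camera test, p = 0.000216), and in an exact permutation over the 35 splits of the libraries 11 gave a median as large. Of these genes 0 were called and 25 had an unadjusted p-value under 0.05. For CDAHFD another list was used, of 383 genes higher in ND-fed WT females than in ND-fed WT males. Their median was 0.0417, with 230 higher, 0 called and 12 with an unadjusted p-value under 0.05 (limma camera test, p = 0.0634), and in an exact permutation 20 of the 35 splits gave a median as large. A shift of female-biased genes in Cyp2b-null males may go along with the rise of Cyp2a4, as a hypothesis found and tested on the same data. It cannot be told apart from other groupings of these libraries.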

How the results depend on the processing

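No test in this part was chosen after the result was seen except the set of Cyp families 1 to 3 only for the detoxification genes, which was chosen after seeing the data and left the direction and the side of the threshold of its 4 results the same. In the values that follow, the genotype effect is the one on CDAHFD unless ND is named, and for each result that changed the cause was not tested.

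The number of genes called with diet kept within 1.5 times its value under each alternative. It ranged from 3168 to 5292 in WT females and from 3506 to 5768 in WT males, and leaving out single libraries gave 3161 to 3736 and 3584 to 4398. In Cyp2b-null mice leaving out single libraries gave 2746 to 3474 genes in females and 3607 to 4559 in males. The set medians of the diet changes of the fibrosis, inflammatory, lipid and detoxification genes kept their direction and their side of the threshold under all alternatives that gave a value, including single libraries left out. Single genes did not all do so, as Il6ra (adjusted p = 0.145) and Ndufa4 (0.154) in females and Angptl8 (0.0957) and Elovl2 (0.186) in males were not called with library size only. Under that scaling the median diet change over all genes was 0.317 in females and 0.373 in males. These lost calls cannot be told apart from that shift of all genes. Clustering put each library on the side of its diet under all settings run.

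With all mapped libraries, the genotype effect in males called 4 genes (2 with the Fig 4 libraries), the sex difference of the genotype effect 1 (0), and the detoxification genes in males had a median of −0.06447 with an adjusted p-value of 0.0392 (range over the alternatives 0.0392 to 0.234). The genotype effects in females on Akr1b8 (0.2545), Cd68 (0.009438) and Nnt (−0.04901) and on the fibrosis markers (0.01253) changed sign.

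With no low-count filter, the genotype effect called 49 genes in females and 48 in males, and on ND 199 and 166. The interaction called 60 and 89 genes, the sex difference of the diet effect 533 and that of the genotype effect 39, and the fibrosis markers (0.009509) and Wdfy1 (0.01451) in females changed sign. With at least 1 CPM in at least 4 libraries, the same 2 results changed sign (0.0001018 and 0.004497). Without the low-count filter, Ppp1r3b in females and G6pc and Ppp1r3c in males were called at nearly unchanged log2 changes. The p-values of that fit, also used for the named genes below the filter, are thus less certain. With DESeq2, the interaction called 1 gene in females and 2 in males, the genotype effect on ND 36 and 55, and the sex difference of the diet effect 244, and Wdfy1 in females was 0.0008514. With the likelihood ratio test, the interaction called 3 genes in females and 5 in males, the genotype effect 5 and 6, on ND 41 and 72, and the sex differences of the diet and genotype effects 304 and 2. Under the paper's own 2-step rule, the genotype effect called 235 genes in females and 315 in males, and on ND 441 and 553. Of the female genes it called with both diet and genotype, 63.53% had opposite signs (0% in the first results).

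Scaled by library size only, the genotype effect called 1 gene in males and 3 on ND, the share of opposite signs in males was 100%, and Tgfb1 in females was −0.006459. Over all alternatives the share of opposite signs in males ran from 20% to 100%. With only the groups compared, the genotype effect on ND in males called 2 genes, the sex differences of the diet and genotype effects 79 and 1, and Tgfb1 in females was −0.00249. At an adjusted p-value limit of 0.1 the sex difference of the diet effect called 238 genes, and with RLE normalization Wdfy1 in females was 0.00329.

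With the replicate block, the genotype effect on ND in males called 10 genes (5 without it). Changes of sign were seen in females for Cyp17a1 (0.2074), Tgfb1 (−0.03661) and the fibrosis markers (0.02668), and in males for Acta2 (−0.04918). Cyp2b19 (−0.1614) and Cyp2b23 (0.4087) in females and Cyp2b19 (−0.1933) in males moved from 0, with 0 counts in both groups compared, so there was no expression to compare. With diet, Calml4 in females (adjusted p = 0.0526) and Cyp2b13 in males (adjusted p = 0.109) were not called. The replicate number carried no visible pairing, since the mean correlation of same-numbered libraries after removing group means was −0.008 in females and 0.026 in males.

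Across the fits that each left out 1 library, the genotype effect called 1 to 2 genes in males and 3 to 4 in females, and on ND 7 to 19 in females and 2 to 17 in males. The interaction called 0 to 1 genes in females and 0 to 3 in males, and the sex difference of the diet effect 90 to 273. The share of opposite signs ran from 0% to 25% in females and from 50% to 100% in males. The medians of the genotype effect ran in females from −0.1608 to 0.08996 for fibrosis markers, from −0.02331 to 0.07088 for inflammatory markers and from −0.04669 to 0.1447 for lipid genes. In males they ran from 0.01542 to 0.428 for fibrosis markers, from −0.04446 to 0.259 for inflammatory markers, from −0.267 to −0.0456 for lipid genes and from −0.1498 to 0.008316 for detoxification genes. In females the genotype effect ran from −0.1928 to 0.07352 for Akr1b8, from −0.1407 to 0.1337 for Col1a1, from −0.3234 to 0.9254 for Cyp17a1, from 0 to 1.99 for Entpd4, from −0.07657 to 0.1127 for Tgfb1 and from −0.1483 to 0.1649 for Wdfy1. In males it ran from −0.1388 to 0.2588 for Acta2, from −0.07622 to 0.3747 for Cd68, from 0 to 2.585 for Crb1, from −0.6752 to 0.1425 for Cyfip2, from 0 to 5.125e-15 for Cyp2b19, from −0.7098 to 1.47 for Cyp2g1, from −1.863 to 0 for Entpd4 and from −0.006826 to 0.7274 for Tgfb2. The adjusted p-value of Cyp2a4 in males ran from 0.00388 to 0.483, and it was not called in 6 of the 7 fits.

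Among the other named-gene results, the paper's own 2-step rule gave 15 that newly passed and 4 that no longer passed. The numbers that newly passed and no longer passed were 5 and 1 with no low-count filter, 2 and 5 with library size only, and 2 and 0 with the likelihood ratio test and the limit of 0.1 each. DESeq2, all mapped libraries and the replicate block each gave 2 that no longer passed, and only the groups compared gave 1. Single libraries left out gave 20 that no longer passed and 1 that newly passed, against 721 that did not change. The paper's own 2-step rule, DESeq2 and the likelihood ratio test gave no value for gene sets, and genes below the stricter filter gave none there.

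Depth limits the genes near the floor of 3 counts. Cd8b1, Nfatc2 and Tnfrsf18 in females and Hcrtr2 in males had too few counts for the filter, and folds against groups at the floor are lower bounds.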

Differences from the paper's values

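The paper's female heat map names about 46 genes in Fig. 4A, read by eye, while 3 genes were called with a log2 change over 1 in size. None of the alternatives set before the data were examined reached the paper's number, and the highest was 22, with no low-count filter and with the paper's own 2-step rule. The paper's male heat map names about 54 genes in Fig. 4B, read by eye, against 2 called here. The paper's own 2-step rule gave 36, within 1.5 times the paper's number, and the other alternatives did not close the gap. For these counts the rule was run after the low-count filter, and the paper states no such filter. Only 27 of the 46 female and 30 of the 54 male heat map genes passed it, so the others could not be counted.

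For the Tnfrsf18 log2 fold change, genotype effect on CDAHFD, the value in females was 0.89 in the fit without the low-count filter, against the paper's 1.70. None of the alternatives set before the data were examined closed the gap, and they ranged from 0.53 with all mapped libraries to 1.29 without the CDAHFD-fed WT replicate 4.

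For the Il16 log2 fold change, genotype effect on CDAHFD, the value in females was 0, against the paper's value of about 0.011 in Fig. 5A, read by eye, a difference of sign only. All mapped libraries, DESeq2, RLE normalization, no low-count filter, the filter of at least 1 CPM in at least 4 libraries, the likelihood ratio test, the replicate block and leaving out the Cyp2b-null replicate 1 or 4 or the WT replicate 2 or 4 gave the paper's sign. Library size only, only the groups compared, the limit of 0.1, the paper's own 2-step rule and leaving out the Cyp2b-null replicate 2 or the WT replicate 1 or 3 did not.

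For the Irs1 log2 fold change, genotype effect on CDAHFD, the value in males was 0.0735, against the paper's value of about -0.061 in Fig. 8A, read by eye, a difference of sign. All mapped libraries (−0.0541), leaving out the Cyp2b-null replicate 2 (−0.0231) and leaving out the WT replicate 3 (−0.0154) gave the paper's sign, and the other alternatives did not. Over the male genotype effects of Figs 6A and 8A, the paper's values lay nearer to the fit of all mapped libraries. The median difference was 0.0029 there, against 0.061 with the Fig 4 libraries.

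For the Ndufa4 log2 fold change, genotype effect on CDAHFD, the value in males was 0.0513, against the paper's value of about 0.35 in Fig. 8A, read by eye. Library size only (0.1105) and leaving out the Cyp2b-null replicate 3 (0.1936) or the WT replicate 1 (0.147) brought the difference within the spread between replicates (SD 0.244), though each value stayed below the paper's, and the other alternatives did not. Its log2 diet effect in WT males was −0.8045, against the paper's value of about 0.72 in Fig. 8A, read by eye. None of the alternatives set before the data were examined closed this gap, and they ranged from −0.93 to −0.42.

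The paper names as changed between the genotypes on CDAHFD, in its text or with a mark in a figure, genes that were not called here at an adjusted p-value under 0.05 over all genes. In females, Cd8b1, Nfatc2, Calml4, Il6ra, Tgfb2, Ccr7, Acvrl1 and Cyp27a1 were called under the paper's own 2-step rule. Tnfrsf18 and Ndufa4 in females were called under none of the alternatives. In males, G6pc was called under the paper's own 2-step rule and with no low-count filter, Ppp1r3b under the paper's own 2-step rule and Ppp1r3c with no low-count filter. Hcrtr2, Angptl8, Elovl2 and Tgfb1 in males were called under none of the alternatives.

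The paper states that GO terms of xenobiotic metabolism went down in Cyp2b-null mice of both sexes. The median log2 change of the detoxification genes taken by symbol was 0.1479 in females and −0.06672 in males. A median over gene families is not an enrichment among lower genes, and the set leaves out the deleted genes. The GO terms were not recomputed, so these medians do not test the statement. The paper states that several genes changed by diet in WT mice went the opposite way in Cyp2b-null mice. Among the heat map genes tested, 11 of 27 in females and 15 of 30 in males had opposite signs of the 2 effects, and 63.53% of the female genes called with both under the paper's own 2-step rule did. Of the male genes called with both, 20% to 100% did over the alternatives. Called here with both were 3 genes in females (0 opposite) and 2 in males (1 opposite), and all but Cyp2a4 were deleted genes, whose genotype sign the deletion fixes, so these few genes do not test the statement. The paper states that the genes measured by qPCR went the same way as in RNA-seq, with Col1a1 lower in CDAHFD-fed Cyp2b-null than in WT females. The log2 genotype effect on Col1a1 in females was 0.03, and it ran from −0.1407 to 0.1337 when single libraries were left out.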

Other observations

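The tests on the CDAHFD-fed Cyp2b-null female replicate 3 were chosen only after the result was seen, and how the test of divided WT libraries is read in males was changed after its value was seen.

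Each result was compared with other splits of the same libraries. The first number counts the splits that gave a result as large among 8 that part as many same-numbered pairs, and the second among all 35, which also part fewer pairs, with the real split included in both. The 8 splits cannot give a share under 0.05. The numbers of genes called with diet in WT and in Cyp2b-null mice and the diet medians of the fibrosis, inflammatory, lipid and detoxification genes were each reached by 1 of 8 and 1 of 35 splits in both sexes. The genotype effect on CDAHFD was reached by 1 of 8 and 1 of 35 splits in females and by 1 of 8 and 2 of 35 in males. The test of any difference among the 4 groups was reached by 1 of 100 drawn splits in each sex. For the genotype effect on CDAHFD in females, 8 of 8 and 33 of 35 splits gave a median as large for fibrosis markers, 6 and 27 for inflammatory markers, 3 and 14 for lipid genes and 3 and 7 for detoxification genes. In males the counts were 1 and 10 for fibrosis markers, 3 and 17 for inflammatory markers, 1 and 5 for lipid genes and 3 and 22 for detoxification genes. Although camera gave adjusted p-values of 2.33e-09 for detoxification genes in females and of 0.0226 and 0.00607 for fibrosis and lipid genes in males, these medians cannot be told apart from other groupings of the libraries. The number of genes with opposite signs was reached by 1 of 8 and 3 of 35 splits in males. In females it was 0, as was the number of genes for the sex difference of the genotype effect (431 with an unadjusted p-value under 0.05). Each split reaches a count of 0, so the 8 of 8 and 35 of 35 splits for the first and the 64 of 64 for the second test nothing.

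The opposite directions of diet and genotype effects were tested with the CDAHFD-fed WT libraries divided between the 2 comparisons. In females the rank correlation across genes went from −0.1853 to a median of −0.0006 (range −0.112 to 0.1619), which is consistent with the shared libraries being the source of the negative correlation. In males it went from 0.123 to 0.2142 (range 0.0419 to 0.3828). There was no negative correlation to explain in males, so the test cannot separate the explanations there. Genes are not independent replicates.

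Depth and a few highly counted genes were tested for the main counts. With each library thinned to the smallest total count of its sex (2906411 in females, 4483301 in males), 3345 genes were called with diet in WT females, 3223 of them shared with the full libraries, and 4115 in males, 3959 of them shared. The genotype effect on CDAHFD called 3 genes in females, all 3 shared, and 3 in males, 2 of them shared. Without the 10 genes of the highest counts, the diet effect called 3924 and 4427 genes and the genotype effect 3 and 2. The totals of the compared groups overlapped.

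A substrain difference between the colonies was tested with 5 genes, of which 3 had enough counts. In females 0 of them and in males 0 of them differed between the genotypes on both diets, and on CDAHFD 1 in females and 0 in males had an unadjusted p-value under 0.05. A region carried along with the deletion was tested within 10 Mb of Cyp2b10 on chromosome 7, without the 3 deleted genes. In males the 1 called gene, Cyp2a4, was among the 245 genes of the region (Fisher's exact test, p = 0.0188). With 1 called gene this p-value is the share of genes with a known position that lie in the region, and Cyp2a4 had been listed beforehand as a neighbor of the deleted genes, so the test cannot separate the explanations. In females 0 of 237 were called and 0 elsewhere, so the test (Fisher's exact test, p = 1) could not separate the explanations. Genes with an unadjusted p-value under 0.05 were not more frequent in the region, with 7 genes in females (Fisher's exact test, p = 0.489) and 9 in males (p = 0.623).

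The left-out CDAHFD-fed Cyp2b-null female replicate 3 had a rank correlation of 0.9481 with the mean of its group, below the 0.9732 to 0.9856 of the 15 other female libraries. The left-out male replicate 4 had 0.9822, within the 0.9761 to 0.9867 of the 15 other male libraries. The female library held 1 count of Cyp2b10 and Cyp2b13 together and 798 of Xist and lay on the CDAHFD side of the clustering, so the test gave no sign of a mislabelled sample. Across the 94.2% of genes with a transcript, its deviation from its group had a rank correlation of −0.5678 with transcript length (other female libraries −0.2089 to 0.3628) and of 0.362 with GC content (other libraries −0.3072 to 0.1555). Both lay outside the other libraries, so a technical difference in the handling of the RNA or the library may set it apart, and a biological difference of this mouse cannot be told apart from it. The paper gives no reason for leaving either library out of the heat maps, and it does not state which libraries entered its fold changes. For the genotype effect on CDAHFD in males, its values differed by a median of 0.0029 from the fit of all mapped libraries. With the Fig 4 libraries the median difference was 0.061. In females these medians were 0.1 and 0.0068. The male replicate 4 may thus have entered the paper's male fold changes.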
